# The histone demethylase dLsd1 regulates organ size by silencing transposable elements

**DOI:** 10.1038/s42003-025-07724-6

**Published:** 2025-02-20

**Authors:** Ines Selmi, Manuela Texier, Marion Aguirrenbegoa, Clémentine Merce, Laurence Fraisse-lepourry, Bruno Mugat, Mourdas Mohamed, Séverine Chambeyron, David Cribbs, Luisa Di Stefano

**Keywords:** Gene silencing, Limb development

## Abstract

The specific role of chromatin modifying factors in the timely execution of transcriptional changes in gene expression to regulate organ size remains largely unknown. Here, we report that in *Drosophila melanogaster* depletion of the histone demethylase dLsd1 results in the reduction of wing size. dLsd1 depletion affects cell proliferation and causes an increase in DNA damage and cell death. Mechanistically, we have identified Transposable Elements (TEs) as critical dLsd1 targets for organ size determination. We found that upon dLsd1 loss many TE families are upregulated, and new TE insertions appear. By blocking this new TE activity, we could rescue the wing size phenotype. Collectively, our results reveal that the histone demethylase dLsd1 and maintenance of TE homeostasis are required to ensure proper wing size.

## Abstract (web summary)

Genetic experiments coupled with genomic analysis reveal the role of the histone demethylase dLsd1 in regulating organ size via the repression of transposable elements’ transcription and mobilization in the model organism *Drosophila melanogaster*.

## Introduction

Understanding how organ size is controlled involves studying how cells grow, divide, die, and differentiate to form organs with a specific size and shape. This knowledge is fundamental to comprehending life. Perturbation of organ size can affect organ functions and is associated with many diseases, such as cancer, hypertrophic cardiomyopathy, renal hypoplasia and microcephaly^1,2^. The knowledge of how organs achieve and maintain their size is also required for regenerative medicine and tissue engineering. Wing development in *Drosophila melanogaster* is a classic model for understanding the genetic control of tissue size, shape, and patterning^3^. The wing’s final size depends on the cell capacity to grow, divide, and survive during development^3^. Most of the identified determinants of wing size belong to known and conserved signaling pathways, including the Hippo, JAK/STAT, TOR, and Insulin pathways^3^ that exert their effect through their interplay with key co-transcriptional activators (e.g.Yorkie), and transcription factors (e.g. scalloped and dmyc)^4–6^. However, little is known about the role of chromatin-modifying enzymes in the regulation of wing size. Here, we report that loss of function mutants of a critical chromatin modifier, the histone demethylase dLsd1 in *D. melanogaster* results in a reduction in wing size. LSD1 acts primarily as a co-repressor of transcription by demethylating mono and dimethyl histone H3 Lysine (K) 4 marks which are associated with enhancers and promoters^7,8^. In mice, LSD1 is essential for viability^9^ and is implicated in a wide variety of biological processes, including adipogenesis, spermatogenesis, and embryonic development^10–12^. In *D. melanogaster*, dLsd1 loss of function has been reported to result in oogenesis defect and sterility but a role in organ size determination had not been reported before^13,14^. In the ovary, dLsd1 regulates the expression of developmental genes, including genes involved in the cell cycle and plays a global role in TE silencing^15,16^. We, therefore, hypothesised that the reduction in wing size observed upon dLsd1 depletion in flies might be explained by its function as a co-transcriptional regulator of genes and TEs. TEs are mobile genetic elements that constitute around 20% of the *D.melanogaster* genome and up to 45% of the human genome^17^. Their ability to move within a genome threatens genomic stability and could therefore affect cell viability and organ size. Consistently, aberrant TE transposition has been linked to infertility, cancer, and neurodegenerative diseases^18,19^. However, the effects of TE deregulation on the different aspects of development are still mostly unknown.

In this study, we report that upon dLsd1 depletion, wing size is reduced due to a decreased wing cell number. This reduction in organ size is not limited to wings and concerned also head and leg size. We demonstrated that dLsd1 depletion in wing discs negatively affects cell proliferation and increases DNA damage and cell death. To elucidate the mechanisms by which dLsd1 influences wing size, we performed RNA-Seq experiments and, in line with our hypothesis, we found upregulation of many TE families in dLsd1 depleted wing discs. We showed, for the first time, that loss of dLsd1 results in new TE insertions in the genome. Moreover, blocking retro-transposition contributed to rescuing the wing size defects observed in *dLsd1* mutants. Taken together, these results indicate that excessive TE activation, resulting from dLsd1 loss, affects organ size.

## Results

### Depletion of dLsd1 leads to decreased wing size

We previously reported that a *dLsd1* null mutation, *dLsd1*^*∆N*^, results in wing vein patterning defects^13,14^. To further characterise dLsd1 role in wing development, we examined adult wings from flies homozygous for the null *dLsd1* mutant allele (*dLsd1*^*∆N*^*/dLsd1*^*∆N*^*)*. We observed a marked reduction in wing size in *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ flies compared with *heterozygous* *dLsd1*^*∆N*^ (*dLsd1*^*∆N*^*/+)* and *wild-type* *w*^*1118*^ wings both, in females (15% decrease) (Fig. 1A, B) and in males (12% decrease) (Supplementary Fig. 1A, B), indicating that the size reduction is not gender-specific.

**Fig. 1:**
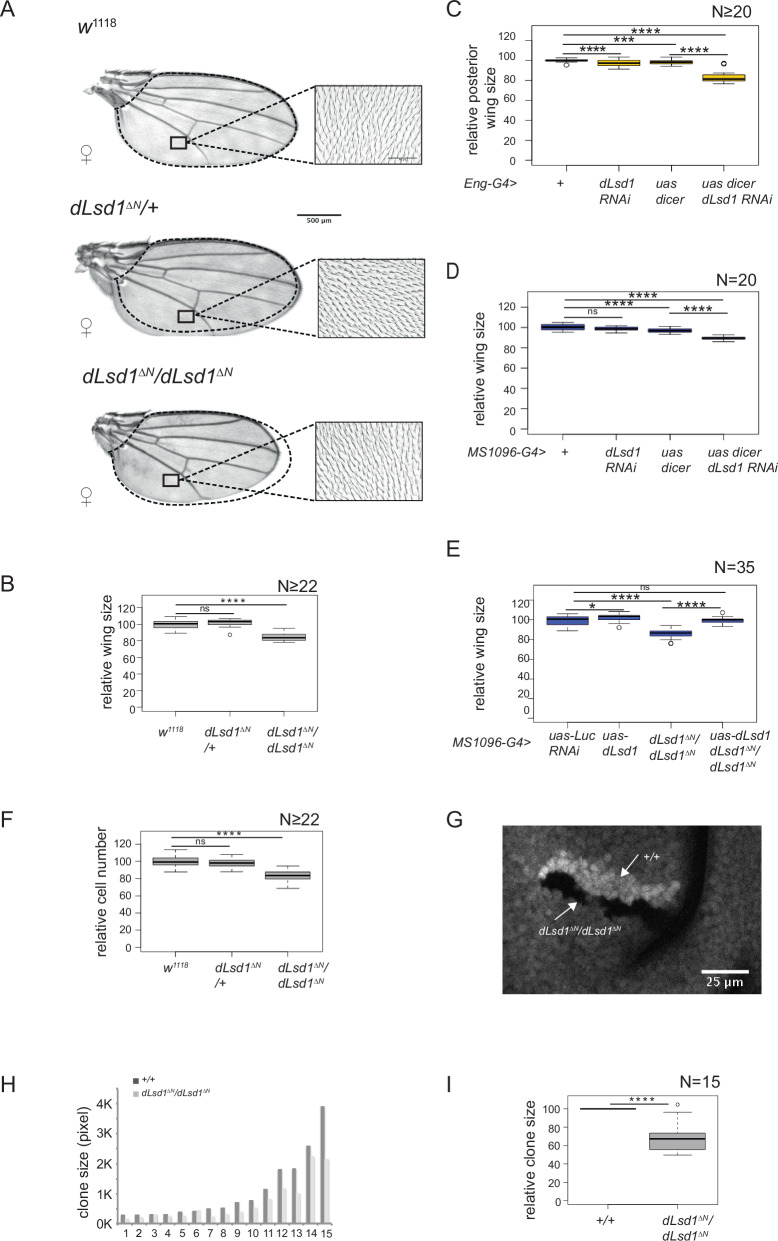
Wing size is reduced in adult flies harbouring a *dLsd1* loss of function mutation. **A** Images of wings and trichomes from *wild-type* (*w*^*1118*^), *heterozygous* (*dLsd1*^*ΔN*^*/+*) and *homozygous* mutant (*dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^) females. The black dotted line marks the size of the *wild-type* wing for comparison. The black square represents the area of the wing used to quantify trichomes. Scale Bar: 50 µM (**B**) Quantification of the total wing areas in females of the indicated genotypes (*n* ≥ 22 wings per genotype). Data are relative to the *wild-type* value (*P* value < 0.001, ANOVA for all samples, and ns = not significant, ****P value < 0.001 unpaired *t*-test with Welch correction, for pairwise comparisons) (**C**, **D**) Quantification of posterior wing area (relative to controls) in females expressing RNA interference against dLsd1 in the posterior part of the wing using the Eng-GAL4 driver (**C**) or of the total wing area in females expressing RNA interference against dLsd1 in the wing pouch using the MS1096-GAL4 driver (**D**)**. E** Overexpression of dLsd1 rescues the wing size defect observed in *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ adults. Quantification of the total wing area of *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ and *wild-type* females expressing wild-type dLsd1 in the wing pouch (*MS1096-G4 driver*). Uas-Luc RNAi and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ flies were used as negative and positive controls respectively. *N* = 35 wings per genotype. (*P* value < 0.001, ANOVA for all samples, and, ****P value < 0.001, *P value < 0.05 unpaired *t*-test with Welch correction, for pairwise comparisons) (**F**) Cell number in wings from females of the indicated genotypes relative to *wild-type* control. N indicates the number of wings counted. (*P* value < 0.001, ANOVA, for all samples and ****P value < 0.001, ***P value < 0.01 unpaired *t*-test with Welch correction, for pairwise comparisons) (**G**) Representative image of a clone of *wild-type* cells (marked by two GFP copies) and its twin clone of *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ mutant cells (marked by the absence of GFP) from a third instar larvae wing disc. Scale bar: 25 μM. **H**) Size distribution of individual *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ mutant clones relative to their wild-type counterpart. *K* = 1000. **I** Quantification of *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ mutant clone sizes relative to their wild-type counterpart (in percentage). *N* = 15 (****P value < 0.001, unpaired *t*-test with Welch correction).

Given that dLsd1 depletion reduces male viability^13^, we decided to focus on females for the analysis of this phenotype.

We used complementary approaches to confirm that the observed reduction in wing size was due specifically to *dLsd1* depletion and not to other differences in genetic background between *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ and *w*^*1118*^. First, we targeted RNAi expression to the posterior compartment of the wing discs using the *engrailed-GAL4* (*Eng-G4*) driver, and to the wing pouch giving rise to the wing proper, using the *MS1096-GAL4* driver. Targeted dLsd1 depletion in the posterior compartment of the wing disc and in the wing pouch led to a reduction in wing size of 17% and 10%, respectively (Fig. 1C, D and Supplementary Fig. 2A, B). Western blot analysis confirmed that dLsd1 protein levels were reduced upon RNAi expression (Supplementary Fig. 3A, B). Conversely, expressing wild-type dLsd1 in the *dLsd1*^*∆N*^ mutant wing pouch through the UAS-GAL4 system, reversed the wing size reduction associated with the *dLsd1* mutation (Fig. 1E). Finally, to alleviate concerns about possible effects of stock differences, we established isogenised *dLsd1*^*∆N*^/TM6B lines from individual males after outcrossing into a *w*^*1118*^ background. Homozygous mutants from these lines showed a wing reduction comparable to the original line used here (Supplementary Fig. 3C), indicating that the phenotype is not sensitive to its specific genetic background. Taken together, these results show that dLsd1 is required for normal wing size.

### dLsd1 cell autonomously regulates cell number in the wings

A difference in wing size could be due to changes in cell size, cell number, or both. To distinguish between these possibilities, we quantified cell densities in adult wings. As each epidermal cell in the wing secretes a single hair, we counted the number of hairs in a defined area of the wing (close up in Fig. 1A) and found that in wings of *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ females, the cell number was reduced by 16%, while cell size was unchanged (Fig. 1F and Supplementary Fig. 1D). We obtained similar results in *dLsd1*^*∆N*^*/ dLsd1*^*∆N*^ males (Supplementary Fig. 1C, D) and upon RNAi-mediated knockdown of *dLsd1* (Supplementary Fig. 2C–F). These results show that the reduced wing size observed upon dLsd1 depletion is due to a decrease in the number of wing cells.

To determine whether this defect reflected a cell-autonomous requirement of dLsd1, we performed a clonal analysis to compare the growth of wild-type and *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ cells in the same tissue using a classical FLP/FRT mitotic recombination approach^20^. Upon mitotic recombination between FRT sequences induced by conditional FLP expression driven by the heat-shock promoter in larvae, we obtained mosaic wing discs that harboured wild-type clones (+/+) marked positively by two copies of GFP, and their sister *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ clones, marked by the absence of GFP (Fig. 1G). Comparison of the relative clone sizes of 15 twin spots, showed a marked decrease in the *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ clone size (by 30%) relative to wild-type (Fig. 1H, I). We attributed this difference to dLsd1 function because in control experiments, mosaic wing discs harbouring wild-type twin clones marked by two copies of GFP or RFP, did not show any difference in the relative clone size (Supplementary Fig. 4A–C). These results indicate that dLsd1 acts cell autonomously to regulate cell number. To determine whether this dLsd1 function was specific to wings discs, we analysed the size of +/+ clones and their sister *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ clones in eye, antenna and leg discs. In most cases, *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ clones were significantly smaller than their twin +/+ clones (Supplementary Fig. 4D). Additionally, the head size and tibia length were both significantly reduced in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ flies compared to *wild-type* flies (Supplementary Fig. 4E, F). These results show that dLsd1 is required to achieve normal organ size in different somatic tissues. Thus, the effect on wing cells appears to reflect a general *dLsd1* function.

### dLsd1 loss perturbs cell cycle progression

The decrease in cell numbers upon dLsd1 depletion might reflect cell cycle defects. Cell proliferation in the wing discs is mostly observed between the mid L3 stage and post-pupation, when it grows from about 1000 cells to roughly 50,000 cells per disc^21^. To assess whether the smaller wing size observed in *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ mutants was due to a perturbation of the cell cycle, we first assessed the presence of phosphorylated histone 3 serine 10 (PH3), a mitotic marker, in wing discs at the feeding (mid-L3) and wandering stages (late L3). We detected an 18% and 14% reduction in the mitotic index (number of PH3-positive cells/wing pouch area) in mid-L3 and late L3 mutant discs, respectively, compared with *wild-type* discs (Fig. 2A, B and Supplementary Fig. 5A).

**Fig. 2:**
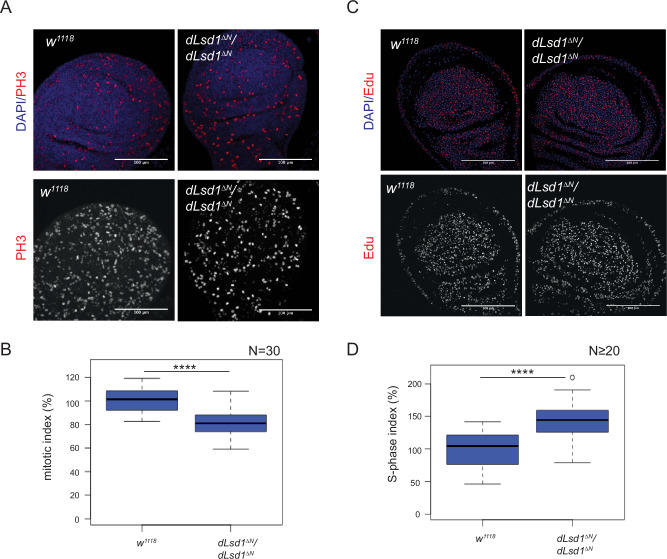
A *dLsd1* loss of function mutation negatively affects wing cell proliferation. **A** Images of *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing discs of feeding third instar females. Total maximum intensity-projections are shown. Discs were stained with DAPI to visualise DNA and with PH3 to mark cells in mitosis (Scale bar = 100 µM). **B** Quantification of the mitotic index of *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing pouches of female feeding L3. The mitotic index is the percentage of PH3 positive cells relative to *wild-type* control. Experiments were performed in triplicate. N indicates the number of wing discs counted. ****, *P* value < 0.001 (Student’s *t*-test). **C** Representative images of *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing discs of feeding third-instar females. Total maximum intensity projections are shown. DNA was visualised with DAPI and EdU incorporation was used to mark the nucleus of cells in S-phase (Scale bar = 100 µM). **D** Quantification of the S-phase indexes in *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ in the wing pouches of female feeding L3 wing discs. The S-phase index is expressed as the percentage of Edu-positive cells relative to *wild-type* control. Experiments were performed in quadruplicate. N indicates the number of wing discs counted. ****P value < 0.001 (Student’s *t*-test).

To further characterise the cell distribution in the cell cycle, we labelled cells with 05-ethynyl-2**′**-deoxyuridine (EdU), an alkyne-containing thymidine analogue that is incorporated into DNA during DNA replication. The number of EdU-positive cells was 42% higher in *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ than in wild type discs (Fig. 2C, D), as indicated by the S/G2 phase index (number of EdU-positive cells/wing pouch area).

We then used RNAi driven by the *Eng-G4* driver to deplete dLsd1 in the posterior compartment of the wing disc and observed a small but significant increase in cells blocked in G2/M (Supplementary Fig. 6A–C).

Taken together, the decrease in the number of mitotic cells and the concomitant increase in S/G2-phase cells upon dLsd1 depletion in wing cells suggests that *dLsd1* loss of function affects cell proliferation rate by lengthening the S/G2 phase or blocking cells in the S/G2-phase and thus restricting their entry into mitosis.

### Altered cell cycle is associated with increased DNA damage and activation of the apoptotic machinery

The delay in cell cycle progression could reflect the activation of an S-phase checkpoint that senses DNA damage^22^. Therefore, we probed for DNA double-strand breaks (DSBs) using the marker ɣH2Av^23^ in mid to late L3 wing discs from *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ and *wild-type* female. The percentage of ɣH2Av-positive cells was 15-fold higher in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ than *wild-type* wing discs (Fig. 3A, B and Supplementary Fig. 5B), indicating that DNA damage was strongly increased in *dLsd1*^*∆N*^*/dLsd1*^*∆N*^ wing discs.

**Fig. 3:**
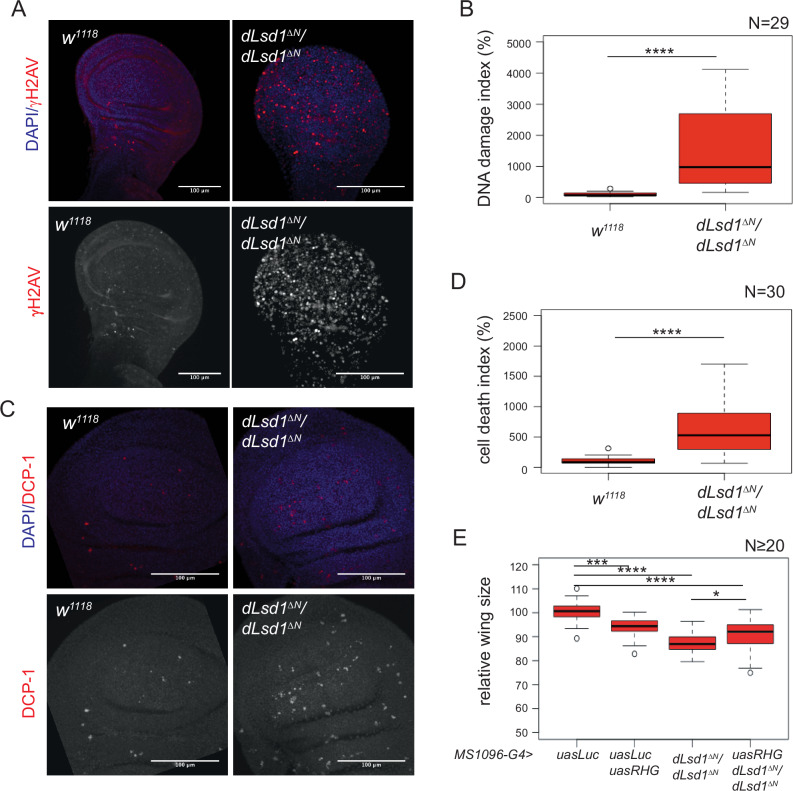
A *dLsd1* loss of function mutation induces DNA DSBs and activates the apoptotic machinery. **A** Representative images of *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing discs from feeding third-instar females. Total maximum intensity projections are shown. Discs were stained with DAPI to mark nuclei and with ɣH2Av to mark DNA DSBs (Scale bar = 100 µm). **B** Quantification of the DNA damage index in *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing pouches from feeding L3 females. The DNA damage index is expressed as a percentage relative to *wild-type* control. Experiments were performed in triplicate. N indicates the number of wing discs counted. ****, *P* < 0.001 (Student’s *t*-test). **C** Representative images of *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing discs from feeding third-instar females. Total maximum intensity projections are shown. Discs were stained with DAPI to visualise DNA and with DCP-1 to mark apoptotic cells (Scale bar = 100 µm). **D** Quantification of the cell death index in *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ in the wing pouches of feeding L3 females. The cell death index is expressed as a percentage relative to *wild-type* control. Experiments were performed in triplicate. N indicates the number of wing discs counted. ****P value < 0.001 (Student’s *t*-test)**. E** Quantification of the wing size in females of the indicated genotypes. N indicates the number of female wings counted. ****P value < 0.001, ***P value < 0.01, *P value < 0.05 (Student’s *t*-test).

DNA DSBs activate checkpoint mechanisms that can lead to cell cycle arrest or to apoptosis, in case of severe damage. The genetic programme leading to apoptosis involves the activation of initiator and then executioner caspases (cysteine proteases) by sequential cleavages. In *Drosophila melanogaster*, the Death Caspase 1 (DCP-1) is one of the main executioner caspases. Immunostaining of L3 wing discs for the cleaved activated form of Dcp1 to detect ongoing apoptotic cell death was 6-fold higher in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ compared to *wild-type* discs at the same developmental stage (Fig. 3C, D and Supplementary Fig. 5C). A significant increase in apoptosis was also observed when dLsd1 was depleted by RNAi in the posterior compartment and is not observed in control flies (Supplementary Fig. 7A–C).

The proteins Reaper (Rpr), head involution defective (Hid) and Grim, collectively termed RHG proteins, are critical inducers of apoptosis in *D. melanogaster*. Their removal is sufficient to strongly inhibit caspase-dependent apoptosis^24^. Therefore, we asked whether blocking apoptosis by inhibiting RHG protein expression could rescue wing size in *dLsd1*^*∆N*^/*dLsd1*^*∆*^ mutants. To this end, we targeted the *UAS-RHG* microRNA (miRNA), which generates miRNAs that simultaneously inhibit *reaper*, *hid*, and *grim* expression^25^ to the wing pouch using the *MS1094-GAL4* driver. The wing size reduction observed in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ mutants was alleviated by RGH inhibition, demonstrating an active role of apoptosis in wing size reduction (Fig. 3E).

Altogether, our results show that DNA damage and apoptosis are increased in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ wing discs. We infer that the dLsd1 loss makes cells more susceptible to DNA damage.

### RNA-Seq analysis reveals aberrant expression of metabolic genes and TEs in *dLsd1* mutant wing cells

It has been shown that dLsd1 modulates gene expression in different organisms including *D. melanogaster*. To test whether dLsd1-dependent changes in gene expression might explain the wing phenotype, we sequenced RNA samples from wing discs of wandering third instar *wild-type* and *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ female larvae and compared their transcriptomes. 

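The RNA-seq libraries came from wing discs, the larval epithelia that form the adult wings, with 30 discs and 500 ng of RNA per sample. There were 3 *wild-type* samples of the w1118 stock and 3 *dLsd1* mutant samples homozygous for the null allele. Polyadenylated RNA was purified and made into stranded paired-end libraries, all 6 of which were sequenced on the same lane, and the reads of 150 bp were trimmed to 75 bp. The authors trimmed the reads for quality, aligned them to the dm6 assembly with STAR and removed duplicates with Picard. The deposited values are whole-number counts per gene and per TE family in the format of TEToolkit, one table per library, without normalization. The paper counted genes with htseq-count before its own gene test, so the gene counts used here come from another counter. Whether duplicates were removed before TEToolkit counted is not given in the paper's text. Nor is it given how TEToolkit divided reads that match several TE copies, or whether it used the strand. Near-identical genes, TE families with similar sequences, and genes that overlap on opposite strands can therefore share reads.

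The counts summed to 41800330, 13960866 and 45909324 in *wild-type* replicates 1 to 3 (median 41800330) and to 36735120, 42452820 and 35466251 in *dLsd1* mutant replicates 1 to 3 (median 36735120). *Wild-type* replicate 2 thus had the fewest counts, and low values in it are the least precise. Genes and TE families with at least 10 counts summed over the 6 libraries were tested together with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method over all of them. The biological coefficient of variation common to all of them was 0.210. Normalized counts below are scaled to the mean library size. Where every library of one genotype had 3 counts or fewer, the fold change is given as a lower bound against 3 counts.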

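The count of *dLsd1* itself, listed in the annotation as Su(var)3-3 (FBgn0260397; 3L, 20226381 to 20230250), was 2136, 676 and 2564 in the *wild-type* libraries and 7, 6 and 1 in the *dLsd1* mutant libraries. This was a log2 fold change of -8.72 (standard error 0.32, adjusted p = 6.24e-06 from edgeR's quasi-likelihood test). At an absolute log2 fold change above 0.6 and an adjusted p-value below 0.1, 710 of the 10841 genes tested were differentially expressed, 468 of them upregulated and 242 downregulated in the mutant. When each of the 6 libraries was left out in turn, 332 of the 710 genes were differentially expressed in all 6 fits. The alternative that moved the count most was leaving out *wild-type* replicate 3, which gave 1588 genes, 1177 upregulated and 411 downregulated, with 693 of the 710 among them.

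Cyp4p2 (FBgn0033395; 2R, 9237512 to 9239831), a cytochrome P450 gene, rose from 2.3 ± 2.2 normalized counts in *wild-type* (SD, n = 3 libraries) to 1562 ± 182.9 in the mutant (SD, n = 3), with a log2 fold change of 9.41 (standard error 0.44, adjusted p = 4.06e-05 from edgeR). The size of this change rests on few *wild-type* counts (5, 1 and 0), and for Cyp4p2 the log2 fold change ranged from 8.59, without *wild-type* replicate 3, to 11.03, without *wild-type* replicate 1. The antisense RNA asRNA:CR45682 (3L, 12491840 to 12493605) had 11.4 ± 4.2 normalized counts in *wild-type* and 1104 ± 69.8 in the mutant, a log2 fold change of 6.47 (standard error 0.21), although reads of the gene on the opposite strand could be counted with it. Oseg5 (2L, 20832849 to 20835840) had 489.8 ± 67.6 normalized counts in *wild-type* and 1.5 ± 1.3 in the mutant and was at least 174-fold lower. CG4562, now named Mrp5 (3R, 19865417 to 19875678), fell by 4.56 on the log2 scale (standard error 0.19), from 666.8 ± 15.5 to 28.1 ± 6.6 normalized counts. The adjusted p-values of these 3 genes were 3.71e-06, 2.15e-05 and 8.37e-06 from edgeR.

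Among the genes with the largest increases, Lcp65Ag3 on 3L was at least 193-fold higher in the mutant, with 0 counts in each *wild-type* library and 611, 854 and 1159 in the mutant libraries. Its value is uncertain because its near-identical neighbours Lcp65Ag1 and Lcp65Ag2 can take its reads. CR41440 on 2R, annotated as a pseudogene, was at least 134-fold higher, with the same uncertainty about repeated sequence, CG15236 on 2R was at least 54.5-fold higher, and rdgC, which starts 21.7 kb from *dLsd1* on 3L, was at least 11.9-fold higher. CG18577 on 3R, with 57, 10 and 67 counts in *wild-type* and 0 in each mutant library, was at least 15.3-fold lower. The adjusted p-values of these 5 genes lay between 3.71e-06 and 0.00359 (edgeR), and all 5 were differentially expressed in each fit that left out one library.

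**Figure D1:**
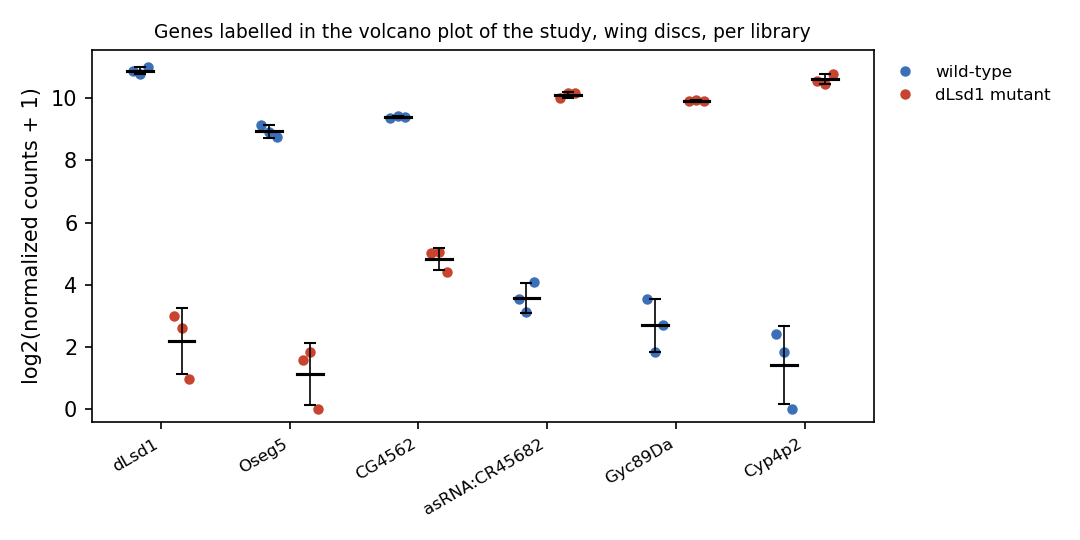
Normalized counts of 6 genes on a log2 scale after adding 1, for each library (points), with the mean and SD of the log2 values per genotype (n = 3). For each gene the 3 *dLsd1* mutant libraries lie apart from the 3 *wild-type* libraries, lower for dLsd1, Oseg5 and CG4562 and higher for asRNA:CR45682, Gyc89Da and Cyp4p2.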

By applying a cut-off threshold of 0.6 for the log_2_ Fold Change and of 0.1 for the adjusted *p*value, we identified 666 genes that were differentially expressed in the *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ samples (453 upregulated and 213 downregulated genes), (Supplementary Data 1 and volcano plot in Fig. 4A). Gene Ontology (GO) analysis showed that the genes upregulated in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ were enriched in GO terms associated with oxidation-reduction processes and immune response, while downregulated genes were enriched in GO terms associated with purine metabolism (Fig. 4B). 

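Lists of genes defined by gene name stand here for these terms, and each list was tested with camera from limma against all other genes, at a preset inter-gene correlation of 0.01 and with adjustment over the 17 lists tested. The cytochrome P450 genes, whose products carry out oxidation-reduction reactions, had a median log2 fold change of 0.51, or 0.30 with genes at their lower bound. Of the 63 P450 genes tested, 41 had a positive log2 fold change (adjusted p = 0.000141 by limma's camera). At the thresholds used for single genes 11 were upregulated and 2 downregulated, and 19 were past them when p-values were adjusted over the list alone. Besides Cyp4p2, the upregulated P450 genes on 2R included its neighbour Cyp4p1, which was at least 70.9-fold higher, and Cyp6g2 and Cyp6a17, with log2 fold changes of 4.46 and 2.60. Close paralogs such as Cyp4p1 and Cyp4p2 can share reads in the counting. Cyp4e2, also on 2R, fell by 3.30 on the log2 scale, from 2422 ± 456.7 to 246.9 ± 77.0 normalized counts (SD, n = 3).

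The immune effector genes had a median log2 fold change of 0.65, or 0.35 with genes at their lower bound, and 31 of 40 were positive (adjusted p = 0.0135 by limma's camera). Of these, 5 genes were upregulated and none downregulated: SPE (log2 fold change 1.60), PGRP-SB1 (2.36), Tep1 (2.24), Tep2 and Npc2b (1.18). Over the list alone 7 were past the thresholds. The purine metabolism genes showed no common direction: the median log2 fold change was 0.01, 23 of 46 were positive (adjusted p = 0.731 by limma's camera), and 5 genes were upregulated and 5 downregulated, with 11 past the thresholds when adjusted over the list alone. The downregulated genes were Adk3, veil, cN-IIIB, CG16758 and Ac3, and the upregulated genes were Ada, Ac76E, Gyc89Da, Gyc89Db and NT5E-2. None of the lists past an adjusted p of 0.05 under the preset correlation stayed past it under fry (0.0585 for the P450 and immune lists) or with the correlation estimated from the libraries (0.603 for both). Without *wild-type* replicate 3 the adjusted p of the P450 list was 0.106 and that of the immune list 0.315.

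Camera tests a shift of a whole list, in which members that go both ways cancel out. The share of each list among the differentially expressed genes was therefore also compared with that of all other genes by two-sided Fisher's exact tests, chosen after seeing the data and adjusted over all lists and both directions; they treat genes as independent, which neighbours and paralogs are not. Of the purine metabolism genes 5 of 46 were downregulated, against 237 of 10795 other genes (odds ratio 5.43, adjusted p = 0.0294 by Fisher's exact test; from 0.00297 to 0.247 over the alternatives, and 0.0879 without the genes that the paper names, such as Adk3), and 5 were upregulated, against 463 (odds ratio 2.72, adjusted p = 0.178 by Fisher's exact test). Of the P450 genes 11 of 63 were upregulated, against 457 of 10778 (odds ratio 4.78, adjusted p = 0.00118 by Fisher's exact test; from 0.000199 to 1 over the alternatives), and of the immune effector genes 5 of 40, against 463 of 10801 (odds ratio 3.19, adjusted p = 0.118 by Fisher's exact test; from 0.0154 to 0.719).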

Among the top 30 upregulated genes, we found genes coding for cuticular proteins, long-non coding RNAs and genes normally expressed in neurons. 

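The cuticle protein genes, defined by name, had a median log2 fold change of 0.20, and 44 of 78 were positive (adjusted p = 0.000227 by limma's camera). Of these genes 18 were upregulated and 3 downregulated, and 32 were past the thresholds when adjusted over the list alone. The adjusted p was 0.106 without *wild-type* replicate 3, 0.0585 by fry and 0.603 with an estimated correlation. The upregulated genes included Cpr67Fa1 (log2 fold change 5.02) and Cpr67Fa2 (5.54), which lie side by side on 3L and can share reads, and Lcp65Ag2 (4.09). The list of long non-coding RNA genes, whose name pattern also took in 88 pseudogenes among its 722 tested genes, had no common direction, with 382 of 722 positive, a median log2 fold change of 0.05, or -0.02 with genes at their lower bound, and an adjusted p of 0.563 by limma's camera. Among them 52 were upregulated and 26 downregulated, and 92 were past the thresholds over the list alone. Without the pseudogenes, a list chosen after seeing the data, 330 of 634 were positive (adjusted p = 0.538 by limma's camera), with 48 upregulated and 21 downregulated. Of the 33 neuronal genes tested, 17 were positive, with a median log2 fold change of 0.03 (0.16 with genes at their lower bound; adjusted p = 0.367 by limma's camera). The upregulated neuronal genes were ChAT, the choline acetyltransferase gene, at least 40.1-fold higher in the mutant, and Rbp9, with a log2 fold change of 2.32 (standard error 0.41, adjusted p = 0.0146 from edgeR). Both were also past the thresholds when adjusted over the list alone.

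In the two-sided Fisher's exact tests of the share of upregulated genes, chosen after seeing the data, the odds ratio was 6.88 for the cuticle list (adjusted p = 1.28e-07 by Fisher's exact test; from 1.15e-10 to 0.157 over the alternatives), 1.81 for the list of long non-coding RNA genes (adjusted p = 0.00314; from 4.55e-07 to 1) and 1.43 for the neuronal list (adjusted p = 1; from 0.159 to 1). For downregulated genes it was 1.71 for the list of long non-coding RNA genes (adjusted p = 0.101).

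Among the 30 upregulated genes with the largest fitted log2 fold change, 4 coded for cuticle proteins, 6 were annotated as non-coding RNA genes and 1 of the list of long non-coding RNA genes, CR41440, as a pseudogene, 4 were P450 genes and 1, ChAT, was on the neuronal list. Many of these genes were at or near 0 counts in *wild-type*, so that their order depends on how such values are handled, and 13 of them were among the 30 largest increases of the paper's own list.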

To validate the RNA-Seq results, we selected eight genes based on their fold change and implication in wing biology and performed RT-qPCR analysis using fresh RNA samples. 

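Ac76E, an adenylate cyclase gene on 3L (FBgn0004852), rose from 36.4 ± 5.4 normalized counts in *wild-type* to 865.3 ± 6.2 in the *dLsd1* mutant (SD, n = 3 libraries each), a log2 fold change of 4.58 (standard error 0.16, adjusted p = 3.71e-06 from edgeR's quasi-likelihood test). Ada on 3R (FBgn0037661) rose from 193.2 ± 6.7 to 509.6 ± 24.5, a log2 fold change of 1.40 (standard error 0.12, adjusted p = 0.000473 from edgeR). Giant, listed as gt, lies on X and had 1, 0 and 0 counts in *wild-type* and 33, 47 and 37 in the mutant, so that it was at least 8.51-fold higher (adjusted p = 0.00171 from edgeR). Gyc89Da on 3R (FBgn0038435) rose from 6.2 ± 4.0 to 960.3 ± 16.4 normalized counts, a log2 fold change of 7.06 (standard error 0.26, adjusted p = 4.24e-06 from edgeR). Cpr97Ea on 3R (FBgn0039480) had 17.4 ± 10.9 normalized counts in *wild-type* and 77.6 ± 31.1 in the mutant. Its log2 fold change was 2.08 (standard error 0.49, adjusted p = 0.0475 from edgeR), and it was differentially expressed in 4 of the 6 fits that each left out one library.

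Of the genes that decreased, parkin, listed as park on 3L, fell from 676.3 ± 59.9 to 241.3 ± 4.9 normalized counts, a log2 fold change of -1.49 (standard error 0.12, adjusted p = 0.000342 from edgeR). Adk3 on 2R (FBgn0026602) fell from 2250 ± 295.8 to 368.2 ± 7.6, a log2 fold change of -2.61 (standard error 0.13, adjusted p = 2.03e-05 from edgeR). Hira on X fell from 4846 ± 584.2 to 2180 ± 55.5, a log2 fold change of -1.15 (standard error 0.12, adjusted p = 0.00117 from edgeR). For each of the 8 genes all 3 mutant libraries lay on the same side of all 3 *wild-type* libraries, and the 7 genes other than Cpr97Ea were differentially expressed in each fit that left out one library.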

In agreement with the RNA-Seq results, the expression of Ac76E, Ada, giant, Crp97Ea, Gyc-89Da was significantly increased, whereas the mRNA expression of parkin, Adk3 and Hira was significantly decreased in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ compared with *wild-type* samples (Fig. 4C and Supplementary Fig. 8A).

**Fig. 4:**
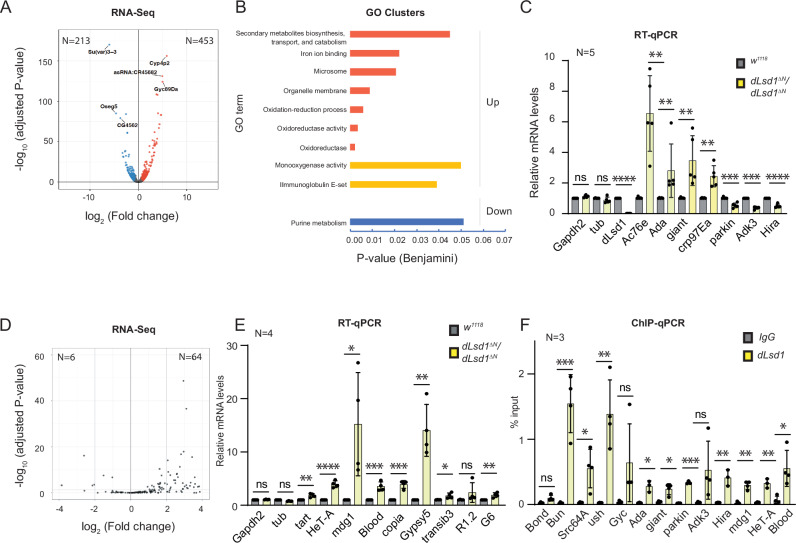
A *dLsd1* loss of function mutation affects the expression of metabolic genes and TEs. **A** Volcano plot showing the RNA-seq data of *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing discs from wandering third instar females. Blue and red dots mark genes downregulated and upregulated respectively, upon dLsd1 depletion (log2(FoldChange) > 0.6 and adjusted *p*value < 0.1). **B** Gene ontology (GO) analysis (DAVID 6.8) of genes upregulated or downregulated in *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing imaginal discs compared to wild-type. The red, yellow and blue clusters represent genes with GO terms associated with oxidation-reduction processes, with immune response and with purine metabolism, respectively. Genes in the red and yellow clusters were upregulated, genes in the blue cluster were downregulated. **C** RT-qPCR analysis of the expression of the indicated genes using independent RNA samples from wild-type and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing discs from L3 females. α-*Tubulin* was used as control. The expression level was normalised relative to *wild-type* control and *Rp49* was used as a reference. Error bars indicate the standard deviation. N indicates the number of biological replicates. A student *t*-test was performed. **D** Volcano plot showing the RNA-seq data of *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ wing discs from wandering third instar females. Blue and red dots are used to mark the downregulated and upregulated TEs respectively (−1 > log2(FoldChange) > 1 and adjusted *p* value < 0.05). **E** RT-qPCR analysis of the expression of the indicated TEs using independent RNA samples from *wild-type* and *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ female L3 wing discs. α-*Tubulin* and *Gapdh2* were used as controls. The expression level was normalised relative to *wild-type* control and *Rp49* was used as a reference. **F** ChIP-qPCR analysis of dLsd1 binding to a subset of deregulated genes and TEs in *wild-type* wing discs. IgG was used as a control for antibody specificity. *Bond* was used as a negative control and *Bun, ush* and *Src64A* were used as positive controls. Error bars indicate the standard deviation. N indicates the number of biological replicates. *P value < 0.05, **P value < 0.02, ***P value < 0.01, ****P value < 0.001 (Student’s *t*-test).

We previously showed that depletion of dLsd1 in ovaries results in TE de-repression^15^. To verify whether dLsd1-dependent TE silencing extends to somatic wing cells, we aligned our RNA-sequencing reads to a database of transposons sequences and performed a differential analysis. We found that 64 TE families were upregulated and 6 were downregulated in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ compared with *wild-type* wing disc samples (Fig. 4D and Supplementary Data 2) (log_2_ Fold Change 1, adjusted *p* value 0.05). 

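At an absolute log2 fold change above 1 and an adjusted p-value below 0.05, 42 of the 150 TE families tested were differentially expressed, 39 upregulated and 3 downregulated in the *dLsd1* mutant (edgeR's quasi-likelihood test). Of the 150 families, 121 had a positive log2 fold change. Of the 42 families, 19 were differentially expressed in each of the 6 fits that left out one library. The number of families ranged from 23, without mutant replicate 3, to 76, without *wild-type* replicate 3, which moved it most. With the replicate number as a block, a pairing described in the processing summary, the number was 72, with 66 upregulated and 6 downregulated. Of these, 40 were among the 42. The number also depended on the test. DESeq2's Wald test on the same counts called 70, with 64 upregulated and 6 downregulated, and these were the 70 of the paper's list. With TE families fitted apart from genes, edgeR called 69, with 63 upregulated and 6 downregulated.

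The LTR retrotransposon element-1731 had the largest increase among families with more than 3 counts in *wild-type*, from 92.5 ± 7.9 to 20096 ± 5947 normalized counts (SD, n = 3 libraries each), a log2 fold change of 7.76 (standard error 0.28, adjusted p = 4.24e-06 from edgeR). R1-2 had 0, 0 and 3 counts in *wild-type* and 97, 159 and 176 in the mutant and was at least 31.5-fold higher. G7 was at least 7.08-fold higher, from at most 1 count per *wild-type* library. Juan had a log2 fold change of 5.67 (standard error 0.65, adjusted p = 0.00759 from edgeR) and gypsy5 of 5.07 (standard error 0.44, adjusted p = 0.000488 from edgeR). For mdg1 the log2 fold change was 4.32 (standard error 0.54, adjusted p = 0.0102 from edgeR), although its normalized counts in the mutant varied from library to library (10563 ± 5404, against 523.4 ± 223.6 in *wild-type*). Juan and mdg1 each lost significance in 1 of the 6 fits that left out one library. G6 rose from 62.1 ± 9.3 to 671.5 ± 54.9 normalized counts, a log2 fold change of 3.46 (standard error 0.16, adjusted p = 1.48e-05 from edgeR). The downregulated families were gtwin (log2 fold change -2.62), gypsy8 (-1.52) and Rt1b (-1.03), with adjusted p-values of 0.000775, 0.00319 and 0.0033 from edgeR. Rt1b was differentially expressed in 4 of the 6 fits that left out one library.

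HeT-A, an element of the telomeres, had a log2 fold change of 1.61 (standard error 0.49) and blood of 2.17 (standard error 0.76), with adjusted p-values of 0.155 and 0.207 from edgeR, so neither was past the threshold. Their replicates were widely spread: blood had 303, 168 and 1380 counts in *wild-type* and 2905, 1080 and 4481 in the mutant. With the replicate number as a block the adjusted p-values were 0.00414 for HeT-A and 0.0305 for blood. DESeq2's Wald test called HeT-A (adjusted p = 0.00192) but not blood. The other telomeric elements TART-A, TART-B and TART-C had log2 fold changes of 0.45, -0.30 and 0.24 and were not differentially expressed. The families gypsy (log2 fold change 1.38, adjusted p = 0.44) and copia (1.22, adjusted p = 0.39) were higher on average but within the spread of the replicates by edgeR's test. Mutant replicate 2 decided this for gypsy, which had an adjusted p of 0.0411 without it. For transib3 the log2 fold change was -2.16, lower in the mutant (adjusted p = 0.127 from edgeR, and 0.00303 with the replicate block). Some families are listed under more than 1 name, such as Doc2 and Doc2-element or R1A1 and R1A1-element, between which reads can be divided.

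**Figure D2:**
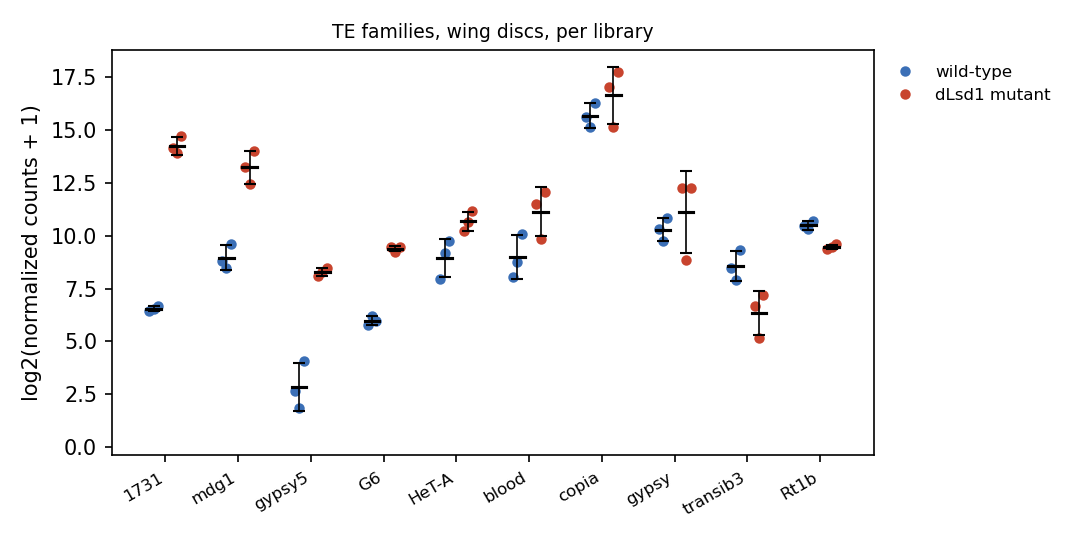
Normalized counts of 10 TE families on a log2 scale after adding 1, for each library (points), with the mean and SD of the log2 values per genotype (n = 3). The genotypes are apart for element-1731, mdg1, gypsy5, G6 and HeT-A and, in the other direction, for transib3 and Rt1b, and overlap for blood, copia and gypsy.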

We confirmed by RT-qPCR the de-repression of selected TEs in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ mutant wing discs compared to wild-type samples: LINE-retrotransposons HeT-A (3.9-fold) and G6-DM (1.9-fold), LTR retrotransposons, Gypsy5 (14-fold), Blood (3.5-fold) and mdg1 (15.2-fold) (Fig. 4E). The increase in TE expression in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ wing cells is likely not due to the difference in TE content between *w*^*1118*^ and the *dLsd1*^*∆N*^ mutant flies, because RT-qPCR, showed that the expression level of the subset of TEs examined was similar in *dLsd1*^*∆N*^/+ (heterozygous) and *wild type* wing discs (Supplementary Fig. 8B). Therefore, we conclude that TE de-silencing is a consequence of dLsd1 loss.

Then, we performed Chromatin Immunoprecipitations (ChIP) experiments followed by qPCR to determine whether dLsd1 directly binds to a subset of deregulated genes and TEs. We detected dLsd1 binding to the TSS region of the genes *Ada*, *giant*, *parkin* and *Hira* and to the TEs *mdg1*, *HeT-A* and *Blood* (Fig. 4F). We used *Bun*, *Src64B* and *ush* as positive controls, because they were previously shown to be bound by dLsd1 and *Bond* as negative control^15^.

Taken together, these data show that dLsd1 regulates gene and TE expression in wing discs. 

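Over all TE families together, the share of counts was 0.397%, 0.322% and 0.704% in the *wild-type* libraries and 1.04%, 0.647% and 1.53% in the *dLsd1* mutant libraries, or 0.474% ± 0.202 and 1.07% ± 0.443 (SD, n = 3 each). Taken as independent groups, these overlapped, because *wild-type* replicate 3 had a higher share than mutant replicate 2 (difference 0.598 percentage points, two-sided exact permutation test, p = 0.2, where the smallest p that 3 libraries against 3 allow is 0.1). With same-numbered libraries taken as pairs, the share in the mutant was 2.62, 2.01 and 2.17 times that in *wild-type* (two-sided exact permutation test within pairs, p = 0.25, the smallest that 3 pairs allow). The copia family alone made up between 15.6% and 41.2% of the TE counts of a library. Without it the share was 0.261%, 0.221% and 0.484% in *wild-type* and 0.665%, 0.546% and 0.901% in the mutant, and the genotypes did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible). The tests within pairs and without copia were chosen after seeing the data. The transcripts that the paper used as reference or control in RT-qPCR were not differentially expressed: the log2 fold change was -0.03 for Gapdh2 (standard error 0.13, adjusted p = 0.919 from edgeR), -0.08 for RpL32, which encodes Rp49 (standard error 0.16, adjusted p = 0.819), and -0.31 for alphaTub84B (standard error 0.17, adjusted p = 0.372).

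The paper reasons from the genes and TE families that differ between the genotypes in RNA-seq, through RT-qPCR on independent samples, to TE de-silencing upon loss of dLsd1. It holds that the increase is likely not due to a difference in TE content between the stocks, because for the subset of TEs examined by RT-qPCR the levels in heterozygous wing discs were similar to *wild-type*. It then takes the binding of dLsd1 to some of these genes and TEs in ChIP-qPCR into its conclusion on both gene and TE expression.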

As TE activation has been linked to increased genome instability^26^, the upregulation of some TE families in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ wing discs might explain some of the phenotypes observed in the absence of dLsd1. Therefore, we focused on TEs.

### *dLsd1* loss in wing discs results in TE mobilisation

The TE transcriptional derepression observed in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ wing cells could lead to TE activation and a higher frequency of transposition. We tested this hypothesis using a gypsy-TRAP reporter system that takes advantage of the preferential integration of the retrotransposon gypsy (now renamed mdg4) into the regulatory region of the *ovo* gene to detect de novo mobilisation events (Fig. 5A)^19^. We monitored these events in the wing discs by looking at *Eng-GAL4*-driven GFP expression in the posterior compartment (Fig. 5B). De novo insertion of Gypsy/mdg4 in the *ovo* binding sites (placed between the ubiquitous tubulin promoter and the coding sequence of the GAL4 inhibitor, GAL80) prevents the expression of GAL80, thus allowing-GAL4 driven GFP expression in the same cells. Cell proliferation following the integration resulted in clones of GFP-positive cells. We counted the number of GFP-positive clones in the posterior compartment to assess the occurrence of transposition events in *wild-type* wing discs compared to heterozygous and homozygous *dLsd1*^*ΔN*^ mutant wing discs. As shown in Fig. 5B, C, the percentage of wing discs with multiple GFP-expressing clones (indicating transposition events) increased from 9.5% in wild type to 32% in *dLsd1*^*ΔN*^/+ and 86% in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ mutants.

**Fig. 5:**
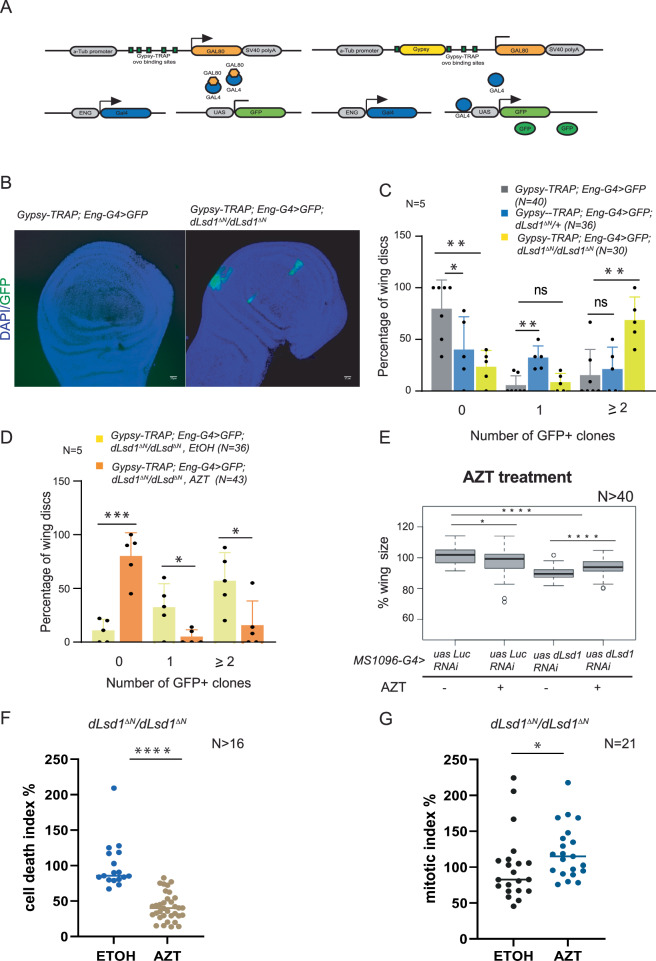
A *dLsd1* loss of function mutation results in activation of transposable elements. **A** Schematic representation of the Gypsy-TRAP mobilisation assay modified from Li et al.^19^. The insertion of Gypsy/mdg4 in the ovo binding sites prevents GAL80 expression thus allowing EngG4 driven GFP expression. **B** Representative images of wing discs without (*Gypsy-TRAP; Eng uasGFP*), and with (*Gypsy-TRAP; Eng uasGFP; dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^) GFP positive clones indicative of Gypsy/mdg4 mobilisation events. Scale bar = 25 µm (**C**, **D**) Histograms showing the percentage of wing discs from flies of the indicated genotypes with 0, 1 or 2 or more transposition events. The experiment was repeated 5 times. N indicates the number of wing discs used for this analysis. The *P* value was calculated with the Student’s *t*-test. **E** Blocking retrotransposition partly rescues the wing size defect due to dLsd1 loss of function. Quantification of total wing areas in females of the indicated genotypes exposed to 2.5 mg/ml of AZT or Ethanol (control). The experiment was repeated five times. N indicates the number of wing discs used for this analysis. The *P* value was calculated with the Student’s *t*-test. **F** Quantification of the cell death index in *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ treated or not with AZT. N indicates the number of wing discs counted. ****P value < 0.0001 (Mann–Whitney test). **G** Quantification of the mitotic index in *dLsd1*^*ΔN*^*/dLsd1*^*ΔN*^ treated or not with AZT. N indicates the number of wing discs counted. *P value = 0.02 (Mann–Whitney *U*-test).

To confirm that the appearance of GFP-positive clones corresponded to integration events, we used zidovudine (AZT) to block reverse transcription, a requisite step of the Gypsy/mdg4 life cycle^27^. As shown in Fig. 5D, exposing the flies to 2.5 mg/ml of AZT blocked the appearance of GFP-positive clones, reflecting Gypsy/mdg4 integration, in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ wing discs.

These results indicate that dLsd1 loss leads to Gypsy/mdg4 transposition in wing discs. To determine whether this concerned also other TE families, we performed long-read DNA sequencing of wild-type and homozygous/heterozygous *dLsd1*^*ΔN*^ wing discs using the Oxford Nanopore Sequencing technology. We took advantage of the high quality of the *dLsd1*^*ΔN*^/+ fly library, to perform a telomere-to-telomere assembly of the two non-balanced chromosomes of this laboratory stock (chromosomes X and II). Using the TrEMOLO pipeline for TE annotation to map the long reads to the dLsd1 assembly^28^, we identified 285 and 117 TE insertional variants, in mutant and wild-type wing discs libraries respectively. We considered as newly inserted only the TEs that segregated at low frequencies (<8%) in the libraries as determined by a TrEMOLO module ^28^ and only families with at least two new insertions. This left 132 new insertions in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ wing discs, belonging to 28 TE families (Supplementary Data 3) and 19 new insertions belonging to 5 TE families in wild-type wing discs. This confirmed that transposition frequency was increased in *dLsd1* mutants compared with controls.

We then used zidovudine (AZT) to determine whether the mobilisation of retrotransposons contributed to the decrease in wing size observed upon dLsd1 depletion. Individuals expressing *MS1096-G4>uas-dicer; uas-dLsd1 RNAi or uas-LucRNAi* were fed with 2.5 mg/ml of AZT over the entire developmental period and the wing size was compared to that of flies of the same genotype in the absence of AZT treatment. As shown in Fig. 5E, AZT treatment led to a significant rescue of the wing size of *MS1096-GAL4 > uas-dicer; uas-dLsd1* RNAi flies, showing that the size reduction following dLsd1 depletion is at least partly explained by increased TE transposition. Additionally, the percentage of apoptotic cells in the wing pouch of *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ L3 individuals is reduced upon treatment with AZT and the number of cells in mitosis increased (Fig. 5F, G), indicating that blocking retrotransposition is rescuing the cell cycle defect and the increased cell death in *dLsd1*^*∆N*^/*dLsd1*^*∆N*^ wing discs.

The piRNA pathway has been shown to play a major role in heterochromatin assembly, particularly on TE sequences in non-gonadal somatic cells in the early embryo, and failure of heterochromatin formation in the early embryo impacts adult phenotypes^29^. To determine if this role could impact the size of the wing discs, we measured the wing area following Piwi or Aubergine depletion by RNAi with or without dLsd1 co-depletion (Supplementary Fig. 9A). Depleting Piwi or Aubergine decreased the posterior wing area by 24% and 21%, respectively. Co-depleting dLsd1 decreased the posterior wing area by 26%, and 22%, respectively (not significant compared with Piwi and Aubergine depletion alone) (Supplementary Fig. 9A). Moreover, Piwi or Aubergine depletion decreased the posterior cell number by 9% and 18% and the posterior cell size by 16% and 4%, respectively, whereas dLSD1 co-depletion did not have any additional effect (Supplementary Fig. 9B, C). These results show that depletion of Piwi and Aubergine strongly affects wing size highlighting a new role for piRNAs pathway components in the early embryos impacting the somatic tissues of the adults.

Altogether these results indicate that regulation of TE homoeostasis is critical to achieve normal wing size.

## Discussion

In this study, we discovered that in *D. melanogaster* dLsd1 is implicated in the regulation of organ size through its role as a regulator of retrotransposon activity. Specifically, dLsd1 depletion affected cell cycle progression, caused increased DNA damage and cell death in wing discs and led  to global changes in gene expression and TE derepression. The increase in TE expression, due to dLsd1 depletion, was accompanied by TE mobilisation that affected wing size.

We found that dLsd1 depletion resulted in a significant reduction of wing size due to decreased cell number. Our RNAi experiments and mitotic clone experiments revealed two important facts. First, the reduction of wing size was cell-autonomous and not due to a systemic effect linked to dLsd1 depletion elsewhere in the body. This implies that normal dLsd1 levels are required for tissue  homeostasis. Second, this is a general property of dLsd1, not restricted to wing epithelial cells, because we observed the same effect in clones from other imaginal discs. Similarly, smaller adult wings were accompanied by narrower heads and shorter leg segments. This observation led to the question of whether dLsd1 depletion affects organ size by perturbing the cell cycle. Indeed, inhibition of LSD1 slows the proliferation of a subset of cancer cell lines^30,31^. Using specific markers, we demonstrated that dLsd1 depletion in Drosophila epithelial wing cells affected the cell cycle by increasing the number of cells in the S/G2-phase and decreasing the number of cells in mitosis. The increased S/G2 cell population observed in *dLsd1*^*ΔN*^ mutants could be due to the activation of an intra-S phase checkpoint that triggers replicative stress. Alternatively, it could reflect the activation of a G2 checkpoint. Replicative stress has been defined as a transient slowing of replication forks to ensure removal of DNA damage^32^ and it has been observed in different mammalian cell types and in Drosophila germline cells^33^ but not in wing cells. Therefore, an alternative explanation could be that, in *dLsd1* mutant cells, cell cycle progression is delayed through the activation of a G2 checkpoint, as previously described in wing cells upon ionising radiation-induced DNA damage^33^. Consistently, in *dLsd1*^*ΔN*^ mutants, the cell cycle perturbation was accompanied by increased DNA damage, as indicated by the higher number of γH2Av foci compared with wild type wings. The aberrant caspase activity observed upon *dLsd1* loss and the partial restoration of normal wing size in *dLsd1*^*ΔN*^ mutants by blocking critical components of the apoptotic pathway (hid, reaper and grim) show that apoptotic induction contributes to the decrease in wing size, most likely when DNA damage cannot be properly repaired. Taken together, these findings indicate that dLsd1 depletion makes wing cells more sensitive to DNA damage.

The RNA-Seq experiments provided insights into the mechanisms by which dLsd1 deregulation could induce genome instability and DNA damage in imaginal discs. Indeed, multiple TE families were upregulated in *dLsd1*^*ΔN*^ mutants. Additionally, by using the gypsy-TRAP reporter and long-read sequencing, we discovered that upon dLsd1 loss, TEs become more mobile. Two key findings are that both apoptosis and wing size defect caused by dLsd1 depletion were rescued by blocking retrotransposition. This indicates that TE mobility contributes to the reduction in wing size observed in *dLsd1* mutants. In agreement, depletion of two key TE regulators, Piwi and Aubergine also resulted in reduced wing size. This is likely due to their role in embryos as Gu and Elgin has shown that failure of Piwi-mediated heterochromatin assembly at TEs in embryos impacts heterochromatin homoeostasis at TEs in adult non-gonadal somatic cells^29^. Similarly, a very recent paper, showed that increased TE expression and mobility induced by knockdown of condensin subunits (key regulators of chromosome organisation) in *D. melanogaster* neural stem and progenitor cells lead to smaller adult head size and brain volume^34^. Altogether, these results provide compelling evidence that aberrant TE activation affects organ size. This is consistent with the fact that TEs are a major source of genetic instability. Indeed, to transpose TEs need to break the DNA to insert themselves in a new location in the genome. Often, these insertions are unsuccessful and constitute a source of DNA double-strand breaks^35^. Consequently, the increase in DNA double-strand breaks and cell death that we observe in dLsd1- wing discs could be due, at least in part, to uncontrolled de-novo TE insertions. Additionally, the observed increase in γH2Av could also be a consequence of transcriptional upregulation of TEs through formation of R-loops^36^ or to a conflict between retrotransposition and DNA replication^37^. In HeLa cells Line 1 retrotransposon (L1) overexpression causes replication stress by forming stalled replication forks and accumulating cells in S phase^38^; prolonged stalling of these cells in S-phase leads to cell death^38^. In another study, Ardeljain et al also showed that overexpression of L1 triggers DNA damage and stalled replication forks in *p53* deficient cells, and a G1 cell cycle arrest in human epithelial cells expressing p53^37^. These pieces of evidence favour a direct link between TE overexpression, cell cycle arrest and cell death.

Previous experiments performed in Drosophila ovaries and in mammalian cells suggest that dLsd1 regulates TEs by removing active H3K4 methyl marks. Removal of active marks will then promote the methylation of K9 by histone H3K9 methyltransferases, including Egg in Drosophila, and the silencing of TEs^15,39^. ChIP-Seq and/or equivalent experiments in wing discs depleted or not of dLsd1 will help determine the full spectrum of TEs bound by dLsd1 and whether histone marks are affected upon dLsd1 depletion. dLsd1 catalytic dead mutants could also help to establish whether the catalytic activity of dLsd1 is required for TE silencing.

Although our results strongly suggest that the aberrant TE expression observed upon dLsd1 loss affects wing homeostasis, we cannot exclude that genome-wide chromatin accessibility changes due to dLsd1 depletion may also contribute to the wing phenotype. Additionally, our RNA-Seq data analysis showed that dLsd1 regulates directly or indirectly ~ 600 genes, which could also play a role in the phenotypes observed upon dLsd1 depletion in the wings, including size reduction. For example, this analysis highlighted the deregulation of genes that in previous genetic screens were shown to affect wing size, including Hira, Ada, Ac76E^40^, giant and stonewall^41^. 

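Of these genes, stonewall, listed as stwl on 3L (14402930 to 14409939), is the one with the smallest change in the wing disc libraries. Its normalized count was 1191 ± 262.2 in *wild-type* and 2033 ± 143.4 in the *dLsd1* mutant (SD, n = 3 libraries each), a log2 fold change of 0.77 (standard error 0.17, adjusted p = 0.0353 from edgeR's quasi-likelihood test). The 3 mutant libraries lay above the 3 *wild-type* libraries. With each library left out in turn the log2 fold change stayed between 0.61 and 0.90, and stwl was past the adjusted p threshold of 0.1 in 3 of the 6 fits.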

In most cases their specific role in controlling tissue size is unknown, underlying the importance of determining how these factors contribute to size determination and whether they are direct targets of dLsd1.

In summary, we discovered that unrestricted TE expression/mobilisation due to loss of dLSD1 affects organ size, laying the foundation to the study of this mechanism in different tissues and/or animals. Interestingly, the mousephenotype.org database reported that *mLSD1*^*+/−*^ mice are born with smaller non-gonadal organs including heart, kidney, liver, lung and spleen suggesting a conserved role of mLSD1 in controlling non-gonadal organ size. Additionally, mutations of the LSD1 partner PHF21A have been described in patients with microcephaly and its knockdown in zebrafish leads to reduced brain size^2^.

Knowing how normal organ size is achieved is crucial for understanding of normal development and has implications for regeneration after injury and for many human pathologies including microcephaly and cancer.

## Methods

### Drosophila melanogaster stocks

Flies were grown on standard Drosophila medium and maintained at 25 °C unless specified otherwise. Experiments were performed using feeding and wandering third-instar larvae. *dLsd1*^*∆N*^ flies were generated by recombination of two piggyBac elements inserted in the *dLsd1* gene^13^. Specifically, the two stocks *w*^*1118*^*; PBac WH Su(var)3-3f00678/TM6B, Tb1* and *hs-Flp/w*^*1118*^*; PBac WH Su(var)3-3f03544/Sb* were mated to generate a precise deletion in the *dLsd1* gene^13^. The resulting mutant has since been maintained in combination with a balancer. *w*^*1118*^ flies used as a wild-type reference in all experiments are maintained as a non-isogenised inbred stock. To remove potential background mutations accumulated on the *dLsd1*^*ΔN*^ chromosome maintained in an inbred balanced stock, new isogenised lines were established: *w*^*1118*^; *dLsd1*^*ΔN*^/TM3, Sb males were mated with *w*^*1118*^ females. *dLsd1*^*ΔN*^/+ females, identified by their yellow eyes due to the mutant allele, were crossed with *w*^*1118*^ males. This cross was repeated over three additional generations. *dLsd1*^*ΔN*^/+ females were then crossed with a TM6B-bearing male, and individual *dLsd1*^*ΔN*^/TM6B, Hu Tb males were used to establish stable lines. Wing sizes of mutant females were comparable to the initial stock, as presented in Supplementary Fig. 3. RNAi efficacy was enhanced by co-expressing Dicer from a UAS-dicer transgene. A complete list of the fly stocks used in this study is available in Supplementary Data 4.

### Organ size measurement and trichome density

Flies used for organ size measurements were reared in uncrowded vials to avoid larval competition and its effects on size. Wings and legs were mounted in Hoyer’s medium. Images were acquired with a wide-field microscope (DM6000) using a 2.5X dry objective. Wing and leg size was quantified using ImageJ. For the head size measurement, adults were anaesthetised with CO_2_ and the head was separated from the rest of the body with a razor blade. Heads were then transferred to slides covered with double-sided sticky tape. A Nikon SMZ18 microscope was used to obtain images and the distance between two macrochaetes positioned between the eyes was measured with *image J*. To determine cell density, trichomes/bristles were counted on images acquired with a wide-field microscope DM6000 using a 40X objective. The number of trichomes in a square of 405,538 pixels or 0.010543 mm^2^ below the posterior cross vein was counted using *ImageJ*. To calculate cell size, the area of the square was divided by the number of trichomes. Cell number and cell size were expressed as the percentage relative to *wild-type* control flies.

### Clonal analysis

Clones were induced by FLP/FRT-mediated mitotic recombination. At 24–48 h after egg laying (AEL) larvae were heat-shocked at 37 °C for 40 min, then harvested ~96 h later at the L3 wandering stage. Wing discs were dissected, fixed and mounted in Vectashield medium containing DAPI (Eurobio-vector). Clone size was measured following the clone contours, identified by the chromosomal GFP marker, with *ImageJ*.

### Immunostaining

Wing discs from feeding and wandering L3 larvae were dissected in cold PBS, fixed in 4% paraformaldehyde (PFA), washed, permeabilised and blocked in blocking solution (PBS/0.2% Triton/1%BSA) for 1 h. Samples were incubated with primary antibodies in blocking solution for 2 h, washed and incubated with Cy3 labelled secondary antibodies (Jackson Immunoresearch) for 1 h. After washing in PBS/0.2% Triton X-100, discs were mounted in Vectashield medium containing DAPI (Eurobio-vector). For L3 wandering L3 wing discs, imaging spacers (0.12 mm depth) were used.

### Immunoblotting

Wing discs were dissected from third instar larvae, washed in PBS and resuspended in E1A Buffer (50 mM HEPES, 250 mM NaCl, 0.1% NP40, 1 mM DTT, 0.2 mM PMSF, Leupeptin, Aprotinin). After homogenisation with a pestle, samples were sonicated and centrifuged. Protein extracts were recovered and quantified using the DC^TM^ protein assay kit (BIORAD). Immunoblots were performed using standard procedure. Blots were developed by photo-luminescence using Super Signal West Dura 34075 (Thermo Scientific) and Chemidoc Touch Imaging System (BioRad).

### EdU labelling

For EdU labelling, the Click it Plus EdU A647 kit (Ref C10640—Lot 1784148—Invitrogen) was used. Wing discs from L3 feeding larvae were dissected and incubated with 30 µM EdU in 200 µL S2 Schneider medium supplemented with 10% foetal bovine serum and 1% penicillin/streptomycin for 30 min at 25 °C. Samples were washed in PBS and fixed with 4% PFA. They were then washed in PBS/ 3%, BSA permeabilized in PBS/0.5% Triton-X-100 for 1 h, and incubated in EdU detection cocktail for 40 min, as recommended by the manufacturer (Invitrogen). Samples were then washed in PBS and mounted in Vectashield medium containing DAPI (Eurobio-vector).

### Imaginal disc image acquisition, treatment and quantification

The confocal Zeiss LSM 710 microscope was used to acquire imaginal disc images with a 40X oil objective lens at 0.8 zoom. For EdU staining, an additional step of deconvolution was performed using Huygens professional. The Apoptotic index and DNA damage index—area of DCP-1-positive cells in µm^2^ and area of ɣH2Av-positive cells per 100 µm^2^, respectively,—were calculated using ImageJ by measuring the area of DCP1 or ɣH2Av positive regions of the projected z-stacks in a defined area of the wing pouch. The mitotic index— number of PH3-positive cells per 100 µm^2^—was calculated using the ICY spots detector plugin and by counting the number of PH3-positive cells in 3D in a defined area of the wing pouch. The S-phase index— number of EdU-positive cells per 100 µm^2^—was calculated by averaging the number of EdU-positive cells on four planes displaying the maximum number of cells in the z-stack using the Huygens professional Advanced Objects Analyser plugin in a defined area of the wing pouch.

### Antibodies

The list of primary antibodies used in this study is provided in Supplementary Data 5. The following secondary antibodies were used: Cy3 anti-mouse, Cy3 anti-rabbit (Jackson Immunoresearch at a concentration of 1:250), anti-mouse HRP and anti-rabbit HRP (Sigma at a concentration of 1:20000).

### RNA extraction and RNA sequencing

Wing discs from L3 wandering female larvae were dissected in ice-cold PBS. RNA was extracted from 30 wing discs per sample using TriZol (Invitrogen) with the addition of RNAsecure (ref AM7006—Ambion). DNA contaminants were eliminated using the DNA-free DNA Removal kit (ref AM1906—Invitrogen). RNA cleanup and purification were performed using the RNeasy Mini Kit (ref 74104—QIAGEN). RNA concentration was assessed with the QUBIT technology (ref Q10210— Thermofisher) and RNA integrity was verified with a BioAnalyzer (ref 5057-1511—Agilent).

Three RNA samples of 500 ng/each per genotype were sent to Fasteris (Switzerland) for poly-A purification and for library preparation using the Illumina TruSeq stranded mRNA Library preparation following the manufacturer’s instruction. Libraries were sequenced using a HiSeq 4000 machine (paired-end 150 bp reads) following the manufacturer’s instructions. All six libraries were multiplexed on the same lane. Reads were then trimmed to obtain paired-end 75 bp reads.

### RT-qPCR

cDNA was obtained from 500 ng of total RNA using TaqMan reverse transcription reagents (ref N8080234 - PE Applied Biosystems). Quantitative PCRs (qPCR) were performed using SYBR Green (FastStart Universal SYBR Green Master—Roche) with CFX96 or CFX384 thermocyclers (Biorad). Quantification was performed using the 2^−∆∆Ct^ method. *RP49*, *Tubulin* and *GAPDH* were used as control for normalisation. All RT-qPCRs were performed at least with biological triplicates. The primer sequences are provided in Supplementary Data 6.

### Chromatin Immunoprecipitation (ChIP)

Six hundred wing discs from the *w*^*1118*^ (wild-type) strain were dissected from L3 larvae and fixed in 1% Formaldehyde for 10 min. The reaction was stopped by glycine addition, and wing discs were resuspended in A1 buffer (60 mM KCl, 15 mM NaCl, 4 mM MgCl_2_, 15 mM HEPES (pH7.6), 0.5% Triton X-100, 0.5 mM DTT in the presence of the cOmplete protease inhibitor cocktail from SIGMA). Samples were homogenised with a Dounce homogeniser, centrifuged and harvested in IP buffer (1%Triton X-100, 0.1% Deoxycholate, 50 mM Tris pH 8.1, 150 mM NaCl, 5 mM EDTA). ChIP experiments were performed as in ref. ^15^ The extracted DNA was used for qPCR. Primer sequences for ChIP-qPCR are provided in Supplementary Data 7.

### DNA Isolation, Oxford Nanopore MinION Sequencing and Base Calling

Genomic DNA was extracted from *wild-type* and *dLsd1* mutant wing discs using the Nanobind tissue kit from Pacific Biosciences (cat#102-302-100). The protocol for low tissue input was followed and adapted for insects: 200 wing discs from both genotypes were homogenised in 50 µl IL buffer with pellet pestle 20–30x, followed by addition of 20 µl Proteinase K and agitated at 900 rpm at 55 °C on a thermomixer for 1 h. Then, 20 µl RNAse A was added for 15 min. Samples were centrifuged at 16,000 × *g* at 4 °C for 5 min. Supernatants were filtered through a 70 µm filter placed in a 1.5 ml Lobind microcentrifuge tube and recovered.

25 µl buffer BL3 was added to samples and mixed 5 times by inversion. Then the Nanobind disc was added followed by the addition of 150 µl isopropanol. Tubes were mixed at room temperature at 20 rpm for 30 min. Samples were washed with 500 µl CW1 and with 500 µl CW2. Elutions were performed in 20 µl buffer EB.

2.5 µl of genomic DNA per sample was amplified with the 4BBTM TruePrime® WGA Kit (4basebio, SKU#350025) and products were purified as recommended by ONT after a whole genome amplification step: 1.5 µg amplified genomic DNA was incubated with T7 endonuclease I (NEB, M0302) and purified with AMPure XP beads prepared in custom buffer (10 mM Tris-HCL pH 8; 0.5 M EDTA pH 8; 1.6 M NaCl; 11% PEG 8000). Elution was performed in 49 µl H2O. The amplified genomic DNA was quantified using a Qubit® 4 Fluorometer (Thermofisher scientific). The totality of genomic DNA (~800 ng) was repaired and end-prepped using the NEBNext Companion Module for ONT Ligation Seq (NEB, E7180). Ligation was then performed using the Ligation sequencing gDNA V14 kit (ONT, SQK-LSK114).

Genomic DNA was extracted from 40 mg of *dLsd1*^*ΔN*^ heterozygous male adults using the Nanobind tissue kit from Pacific Biosciences (cat#102-302-100) and the protocol for DNA extraction with pellet pestle for tissue disruption was followed. The genomic DNA quality and quantity were evaluated using a NanoDrop™ One UV-Vis spectrophotometer (Thermofisher Scientific) and a Qubit® 4.0 Fluorometer (Thermofisher Scientific), respectively. Then 1.8 g of genomic DNA was repaired and end-prepped using the NEBNext Companion Module for ONT Ligation Seq (NEB, E7180).

MinION sequencing was performed on MinION R10.4.1 flow cells (FLO-MIN114, ONT) and a nanopore MinION Mk1B sequencer controlled by the ONT MinKNOW software (v23.04.6). Base calling was performed after sequencing using the GPU-enabled guppy basecaller in high accuracy mode (v6.5.7).

### Genome assembly

The genome of *dLsd1*^*∆N*/+^ adults was assembled according to Mohamed et al.^42^ except that more recent versions were used for Flye (v2.9.3)^43^ and RACON (v1.4.3)^44^ and that, instead of RAGOO, RagTag (v2.1.0)^45^ was used with default parameters and scaffold command. The statistics are listed in Supplementary Data 8.

### Bioinformatic analysis (RNA-Seq)

The RNA-Seq raw data consisted of six (3 *wild-type* and 3 *dLsd1 mutan*t) Illumina stranded paired-end libraries (2*150 bases reads). After the sequencing quality check (fastqc v0.10.1), reads were trimmed based on their quality (trimmomatic v.0.36 with parameters SLIDINGWINDOW:5:28 MINLEN:50). Reads were aligned using STAR (v 2.5.2a) and reads were mapped to the FlyBase reference dm6 genome assembly. Duplicates were removed using Picard (v 2.8.3). Differential expression between wild-type and mutant samples was determined using htseq-count (v 0.6.0) and the R library DESeq2. Transposons differential analysis was done with TEToolkit (v 1.5.1) and the volcano plot was created using the R package ggplot2. Gene ontology analysis was performed with the DAVID (Database for the Annotation, Visualisation and Integrated Discovery) software package (v6.8) (https://david.ncifcrf.gov). Adjusted *p* values were calculated using the Benjamini-Hochberg method.

### Insertional TE detection in *wild-type* and *dLsd1 mutan*t wing discs

The obtained *dLsd1*^*∆N*/+^ genome assembly was the reference genome to map long reads from either the *wild-type* or the mutant wing discs library using TrEMOLO (v2.5.1)^28^.

### Statistics and reproducibility

Data in histograms are presented as the mean ± standard deviation of at least three independent biological replicates or as the median in box plots. Details on the statistical analyses for all experiments can be found in the figure legends. Statistical analyses were done with R or Prism 9 (https://www.graphpad.com/scientific-software/prism/).

## Supplementary information

Supplementary Information

Supplementary Data 1–8

Supplementary Data 9

Description of Additional Supplementary Files

## Data Availability

All the numerical data supporting the finding of this study can be found in the Supplementary Data 9. The raw western blot image is provided in Supplementary Fig. 10. The RNA-seq data were deposited in NCBI GEO (GSE244445). The LR sequencing data used for this study were deposited at ENA under the accession numbers PRJEB67336 and ERP152373. Any remaining information can be obtained from the corresponding author upon reasonable request.

# Supplementary material for: The histone demethylase dLsd1 regulates organ size by silencing transposable elements
**Source:** Commun Biol. 2025 Feb 20;8:272. doi: 10.1038/s42003-025-07724-6
**Supplement:** Supplementary file 1 — Supplementary Information

**A**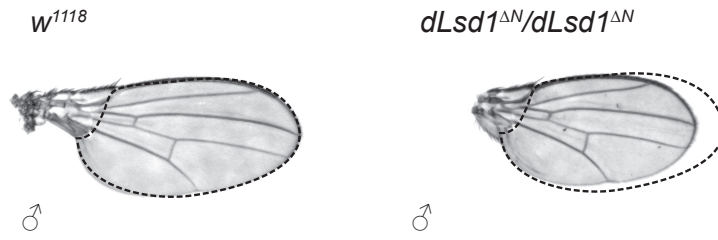**B**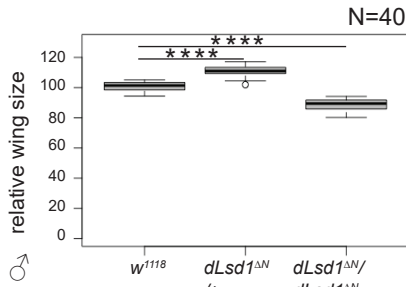**C**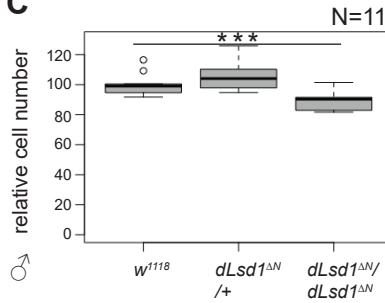**D**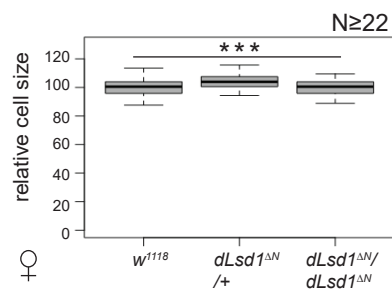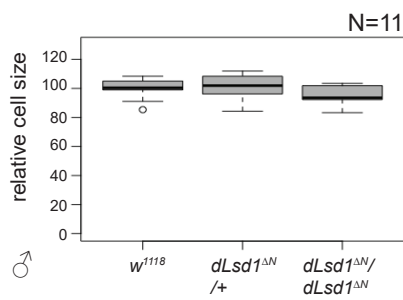

**Supplementary Figure 1. dLsd1 loss of function mutation results in the reduction of wing size in males.** **A)** Images of wild-type ( $w^{1118}$ ),  $dLsd1^{\Delta N}$  heterozygous mutant ( $dLsd1^{\Delta N}/+$ ) and  $dLsd1^{\Delta N}$  homozygous mutant ( $dLsd1^{\Delta N}/dLsd1^{\Delta N}$ ) wings of adult males. The black dotted line marks the size of the wild-type wing. **B)** Quantification of wing areas (relative to wild-type) in males of the indicated genotypes. **C)** Quantification of cell number (relative to wild-type) in wings of males of the indicated genotypes. **D)** Quantification of cell size (relative to wild-type) in wings of males and females of the indicated genotypes. N indicates the number of wings counted. \*P value < 0.05, \*\*P value < 0.02, \*\*\*P value < 0.01, \*\*\*\*P value < 0.001 (unpaired t-test with Welch correction).

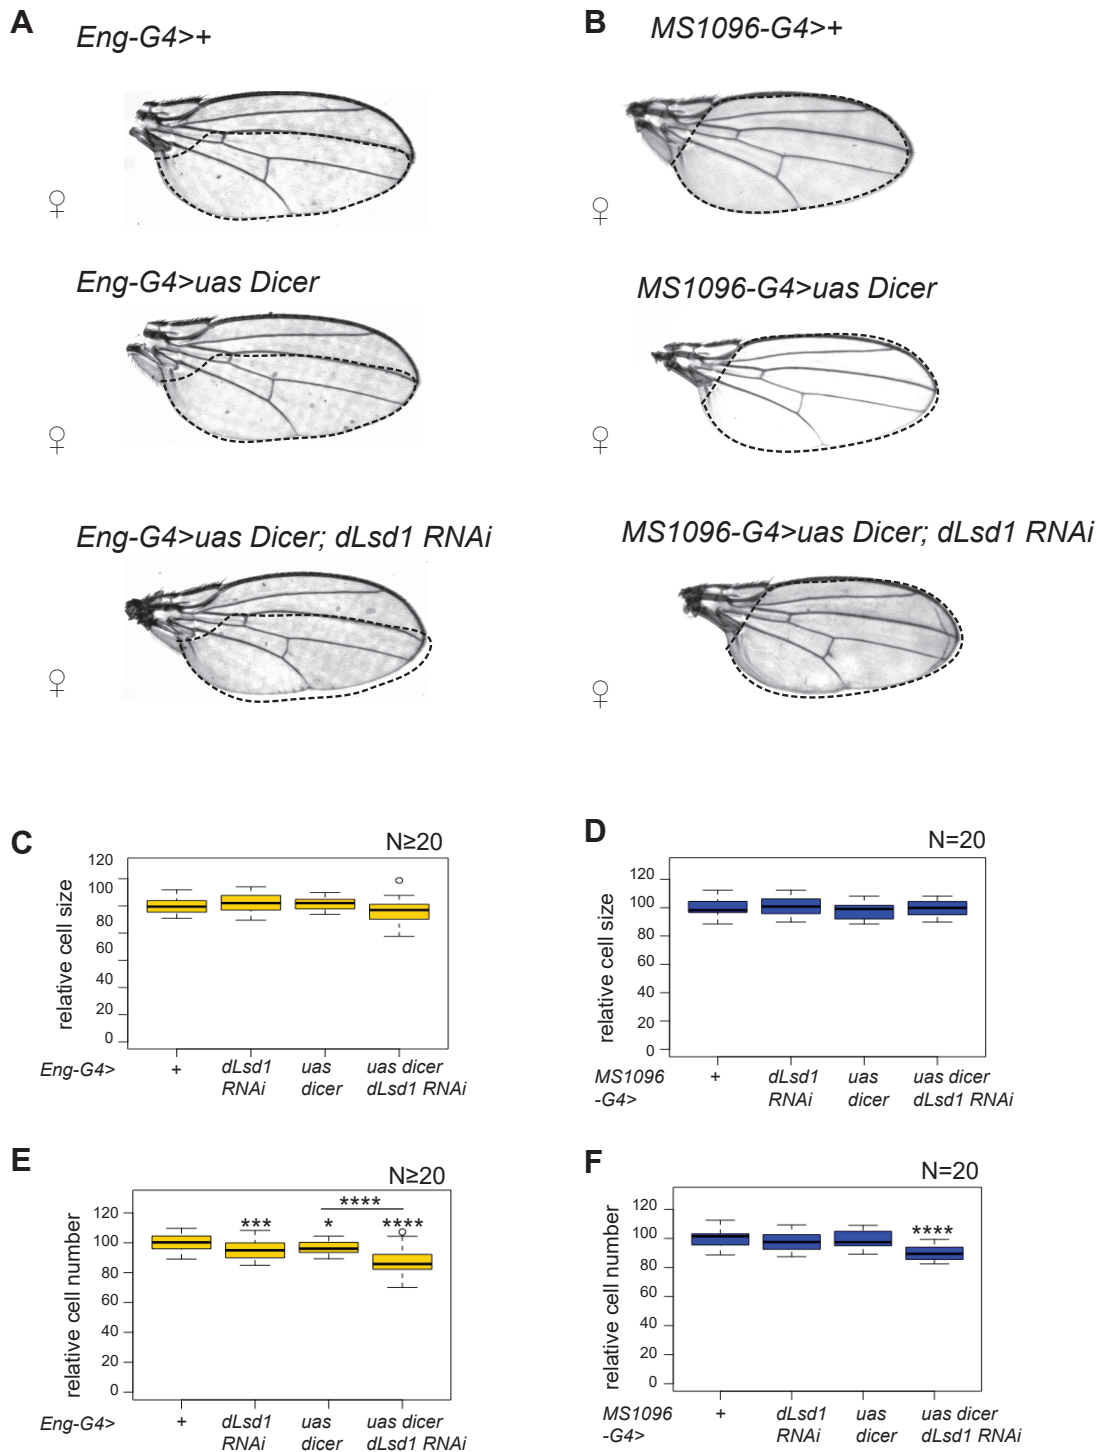

**Supplementary Figure 2. dLsd1 depletion reduces the adult wing size.** **A, B)** RNA interference against dLsd1 in the posterior part of the wing decreases wing size in adults compared with control. Representative images of adult wings expressing an RNAi against dLsd1 and/or UAS-dicer under the control of the *Eng-GAL4* driver (A) or the *MS1096-GAL4* driver B). **C, D)** Quantification of cell size (relative to control) in wings from females of the indicated genotypes. **E, F)** Quantification of total cell number (relative to control) in wings from females of the indicated genotypes. Cell number and size were measured in the posterior compartment. N indicates the number of wings counted. \*P value < 0.05, \*\*P value < 0.02, \*\*\*P value < 0.01, \*\*\*\*P value < 0.001 (unpaired t-test with Welch correction). The circle in the boxplots represents the outliers.

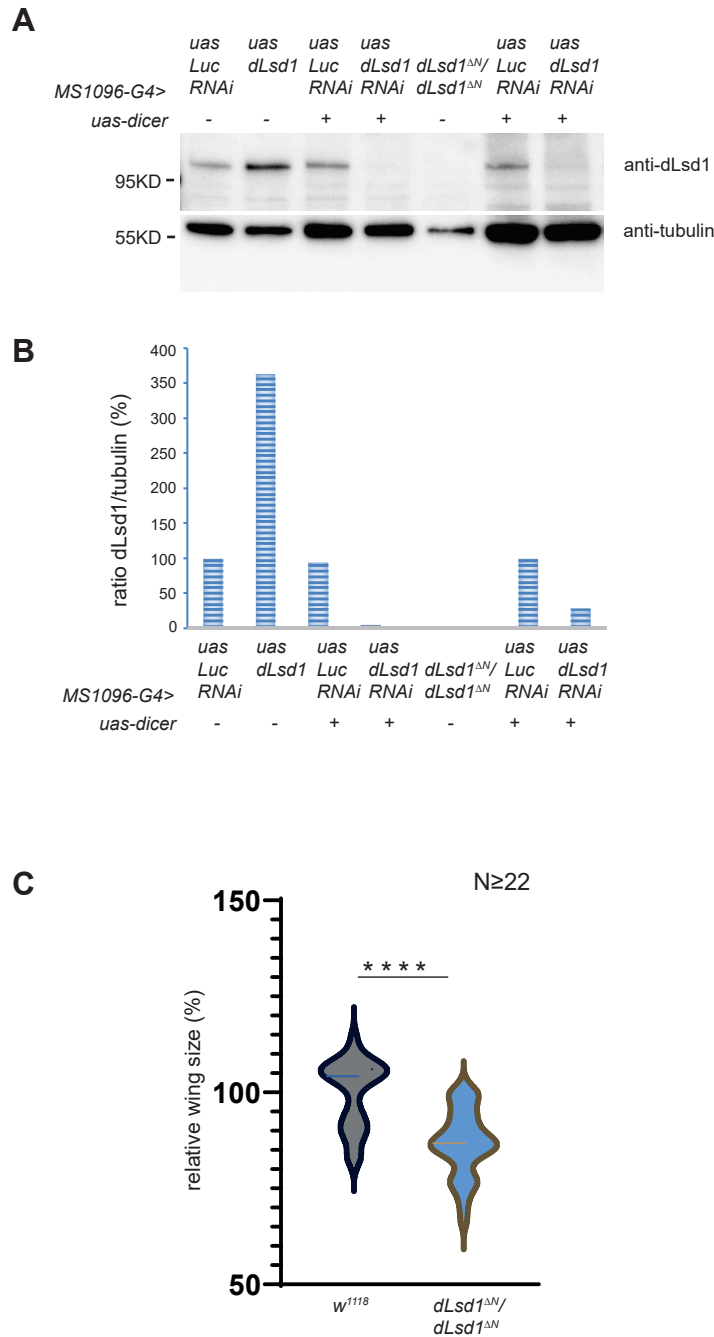

**Supplementary Figure 3. Quantification of dLsd1 levels in wing discs. A)** Immunoblot showing dLsd1 expression levels in wing discs of the indicated genotypes. Lanes 3 and 4 and lane 6 and 7 are biological replicates. Tubulin was used as loading control. **B)** Quantification of the dLsd1/tubulin ratio. **C)** Quantification of wing size (relative to wild-type) in isogenic females of the indicated genotypes. N indicates the number of wings counted. \*\*\*\*P value < 0.001 (unpaired t-test with Welch correction)

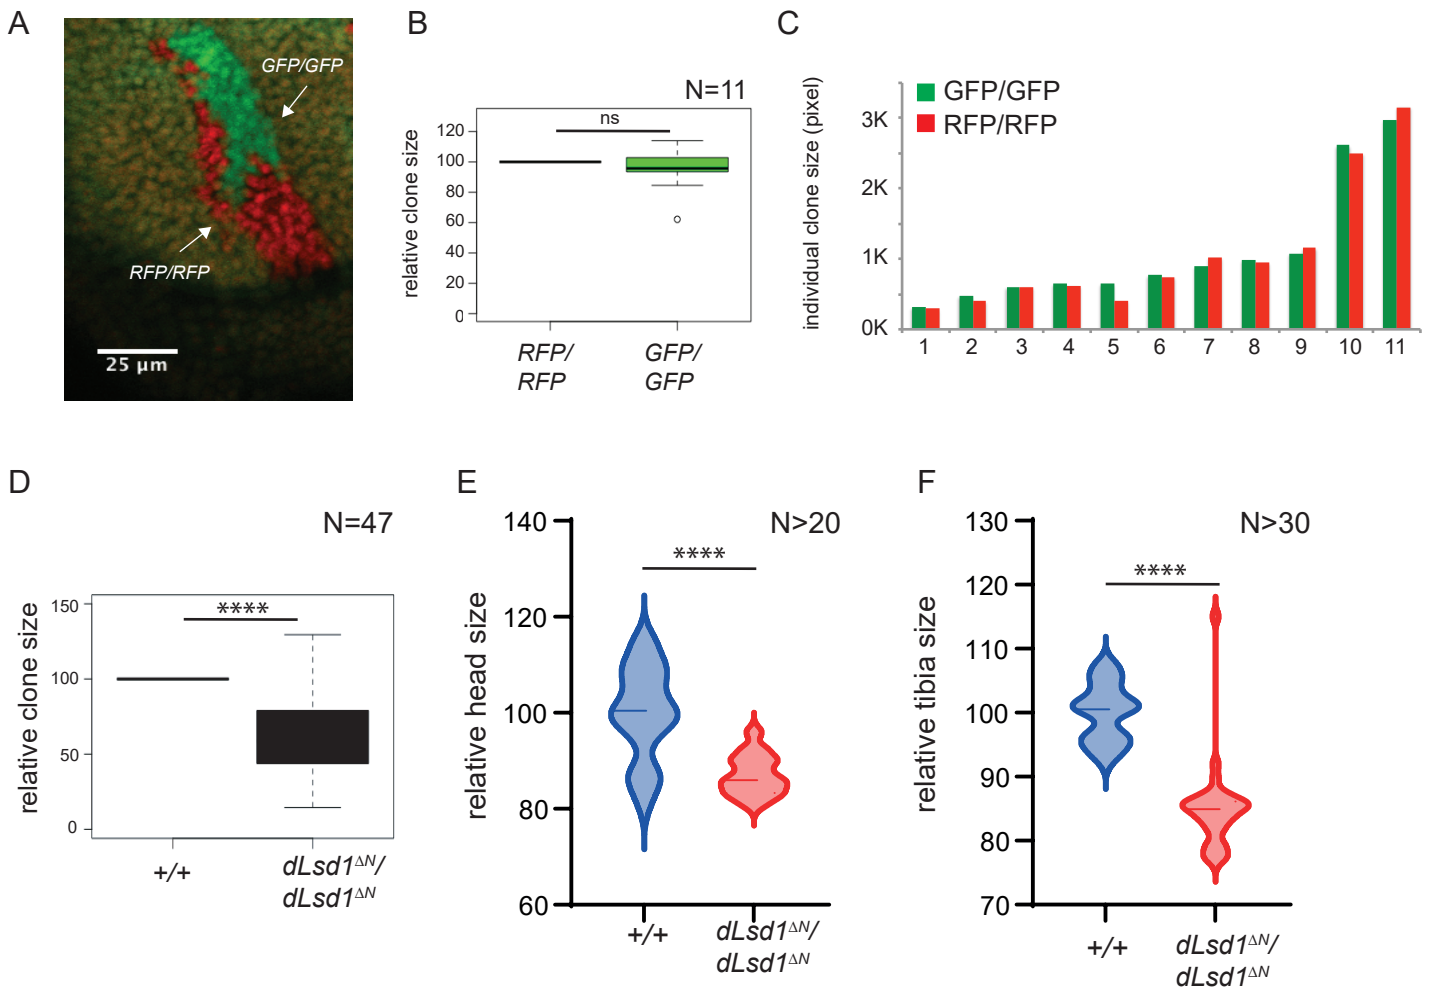

**Supplementary Figure 4. The GFP allele does not affect clone size.** **A)** Image of a clone of cells marked by two GFP copies and the twin clone of cells marked by two RFP copies from a wing disc of a third instar larvae. Scale bar: 25mM. **B)** Quantification of mRFP homozygous clone size relative to their GFP homozygous counterparts. N is the total number of twin clones counted. An unpaired t-test with Welch correction did not find any significant difference in size between twin clones. The circle in the boxplot represents the outliers. **C)** Quantification of the size of mRFP homozygous clones and their GFP homozygous twin for each clone in pixels. **D)** Box plot showing the quantification of  $dLsd1^{\Delta N}/dLsd1^{\Delta N}$  clone size relative to their GFP homozygous twin in legs, haltere and eye discs.  $p$ -value <  $2.2e-16$  (Student's t.test). **E)** Violin plot showing the relative head size of adult  $dLsd1^{\Delta N}/dLsd1^{\Delta N}$  and wild type individuals. **F)** Violin plot showing the relative tibia length of adult  $dLsd1^{\Delta N}/dLsd1^{\Delta N}$  and wild type individuals. In E) and F), N indicates the number of individuals and the P value is <0.001 (Mann Whitney U test).

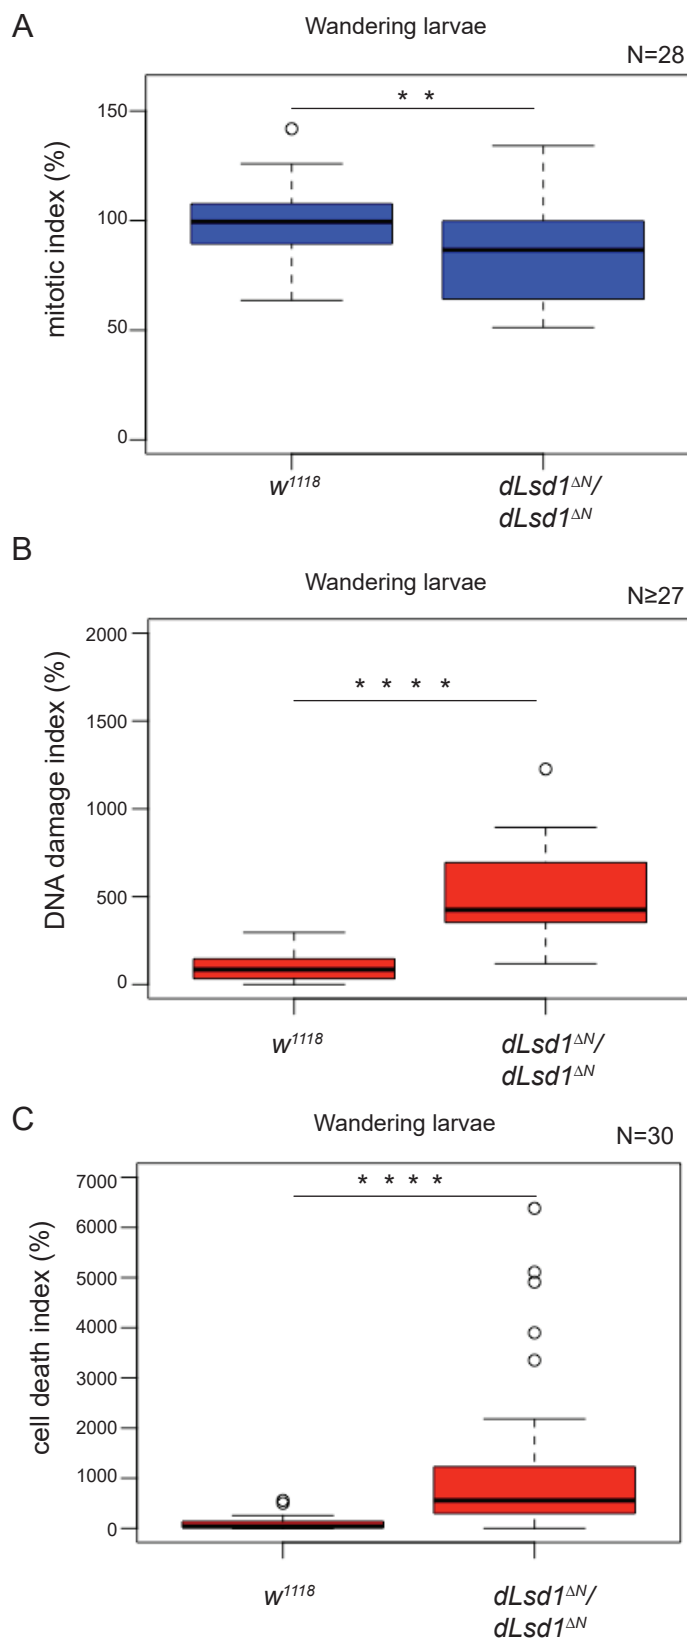

**Supplementary Figure 5. The dLsd1 loss of function mutation affects the mitotic index of wandering L3 wing discs and leads to increased DNA DSBs and caspase activation. A)** Quantification of the mitotic index in wild-type and *dLsd1<sup>ΔN</sup>/dLsd1<sup>ΔN</sup>* wing pouches of wing discs from wandering L3 females. The mitotic index is expressed as the percentage relative to wild-type control. These experiments were performed in triplicates. N indicates the number of wing discs counted. **B)** Quantification of the DNA damage index in wild-type and *dLsd1<sup>ΔN</sup>/dLsd1<sup>ΔN</sup>* wing pouches of wing discs from wandering L3 females. The DNA damage index is expressed as the percentage relative to wild-type control. These experiments were performed in triplicates. **C)** Quantification of the cell death index in wild-type and *dLsd1<sup>ΔN</sup>/dLsd1<sup>ΔN</sup>* wing pouches of wing discs from wandering L3 females. The cell death index is expressed as the percentage relative to wild-type control. These experiments were performed in triplicates. \*P value < 0.05, \*\*P value < 0.02, \*\*\*P value < 0.01, \*\*\*\*P value < 0.001 (Student's t-test).

**A**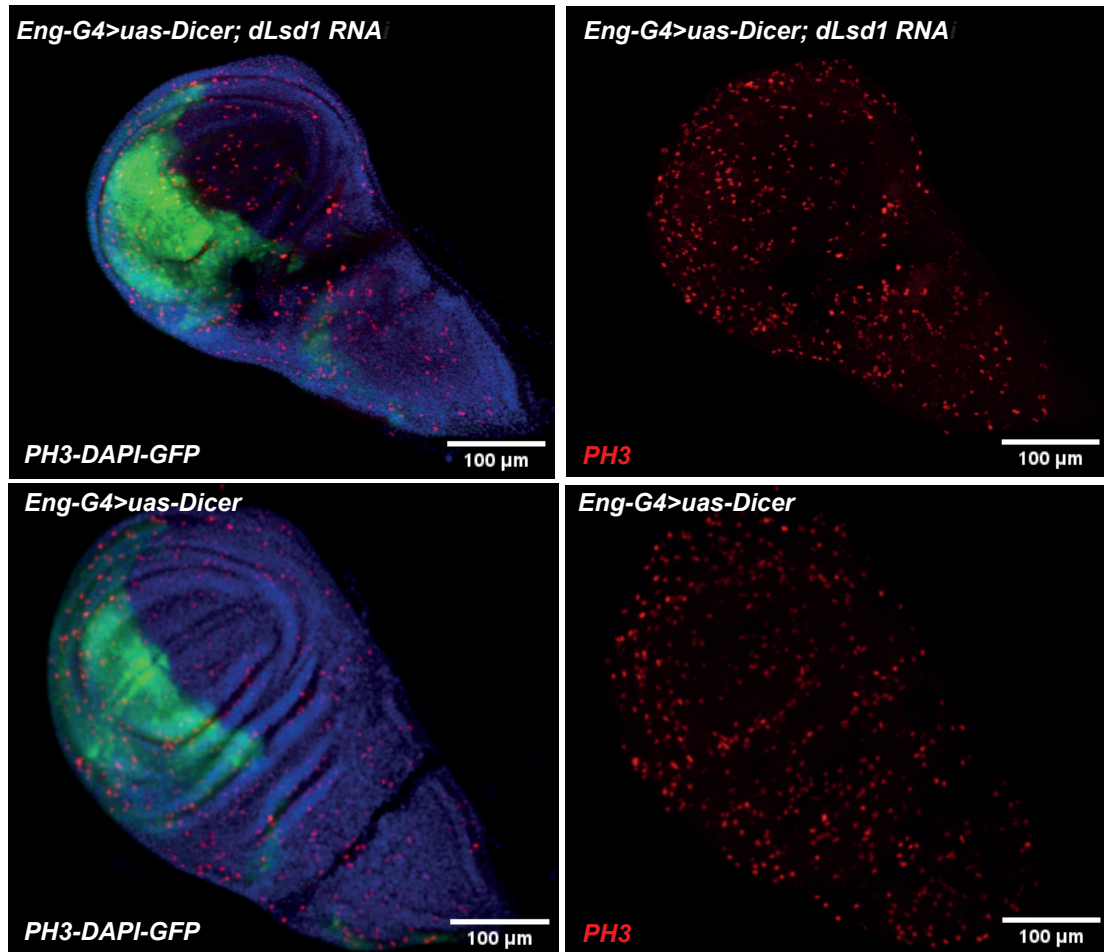**B**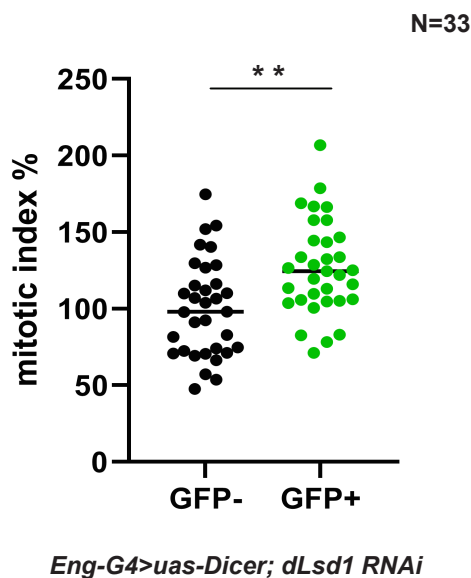**C**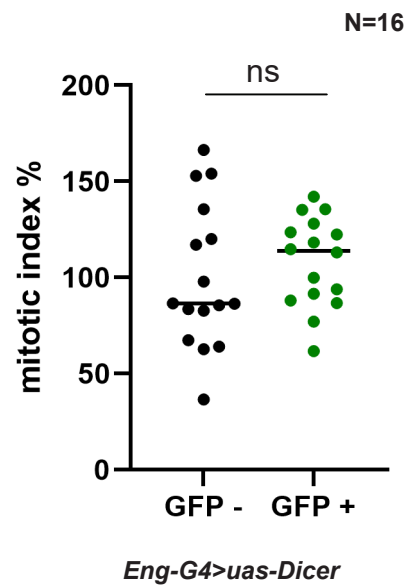

**Supplementary Figure 6. dLSD1 RNAi perturbs the cell cycle.** **A)** Representative image of wing discs of the indicated genotypes. Discs were stained with DAPI to visualize DNA and with PH3 to mark cells in mitosis. GFP marks the posterior compartment. **B)** Quantification of the mitotic index in the anterior (GFP-) and posterior (GFP+) compartments of the wing pouch upon *Eng-G4* driven depletion of dLsd1 by RNAi. The P value was determined by performing a Mann Whitney test (P value=0.0013). **C)** Quantification of the mitotic index in the anterior (GFP-) and posterior (GFP+) compartments of the wing pouch of control flies. The P value was determined by performing a Mann Whitney test (ns= non statistically significant, P value=0.3).

**A**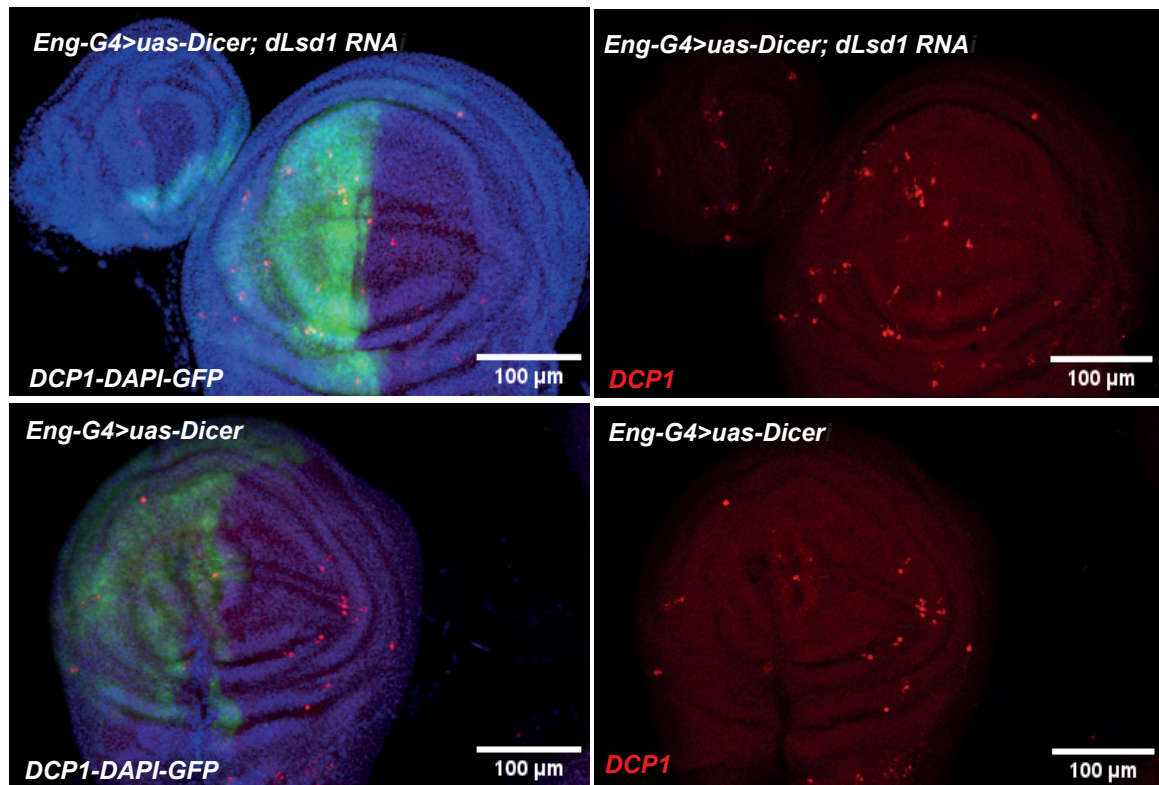**B**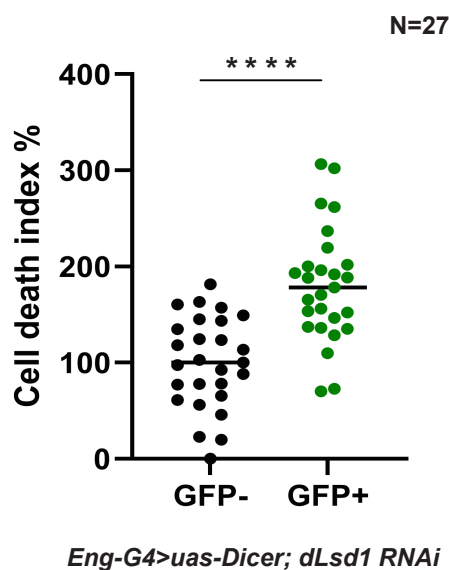**C**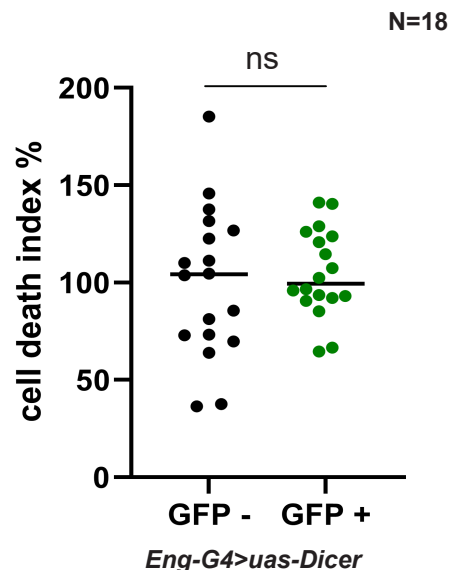

**Supplementary Figure 7. dLSD1 RNAi induces an increase in cell death. A)** Representative image of wing discs of the indicated genotypes. Discs were stained with DAPI to visualize DNA and with DCP-1 to mark apoptotic cells. GFP marks the posterior compartment. **B)** Quantification of the cell death index in the anterior (GFP-) and posterior (GFP+) compartments of the wing pouch upon *Eng-G4* driven depletion of dLsd1 by RNAi. N indicates the number of wing discs used in each experiment. P values were determined by performing a Mann Whitney test (\*\*\*\*P value < 0.001). **C)** Quantification of the cell death index in the anterior (GFP-) and posterior (GFP+) compartments of the wing pouch of control flies. The P value was determined by performing a Mann Whitney test (ns= non statistically significant, P value=0.6)

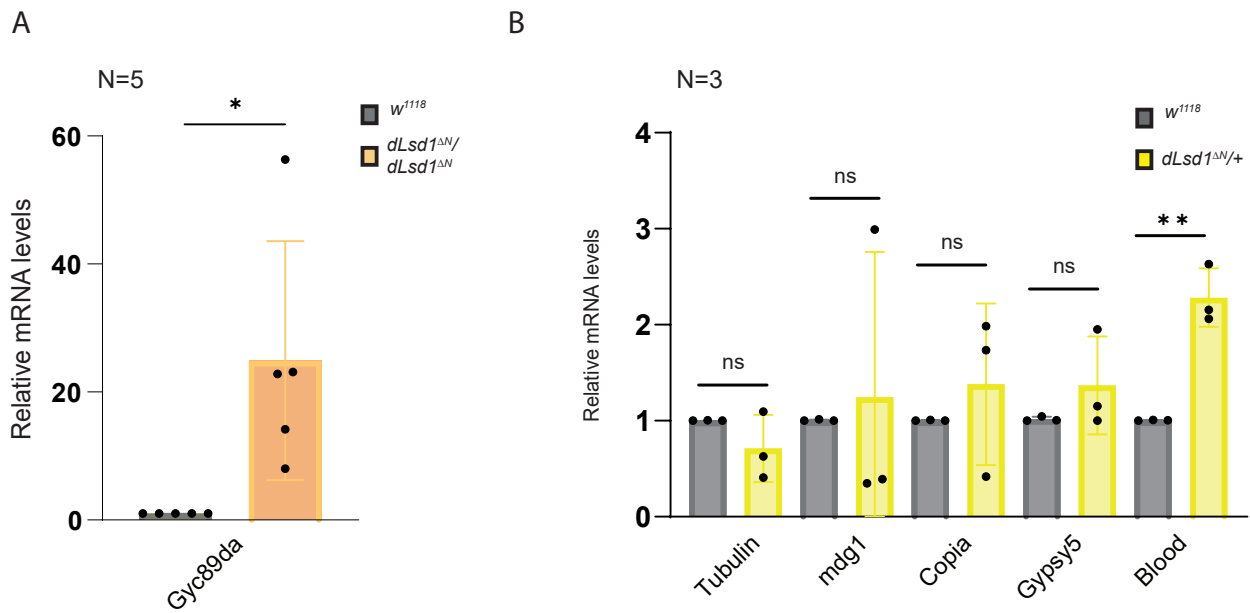

**Supplementary Figure 8. The dLsd1 mutation strongly affects the expression of Gyc89Da. A)** RT-qPCR analysis of the expression of *Gyc89Da* in wild-type and *dLsd1<sup>ΔN</sup>/dLsd1<sup>ΔN</sup>* wing discs of L3 wandering females. The expression level was relative to wild-type control and Rp49 was used as a reference. Error bars indicate the standard deviation. N indicates the number of biological replicates. \*: P value < 0.05 (Student's t-test). **B)** RT-qPCR analysis of the expression of the indicated genes and TEs in wild-type and *dLsd1<sup>ΔN</sup>/+* wing discs from L3 wandering females. The expression level was relative to wild-type and Rp49 was used as a reference. Error bars indicate the standard deviation. N indicates the number of biological replicates. \*\*: P value= 0.002, ns, not significant (Student's t-test).

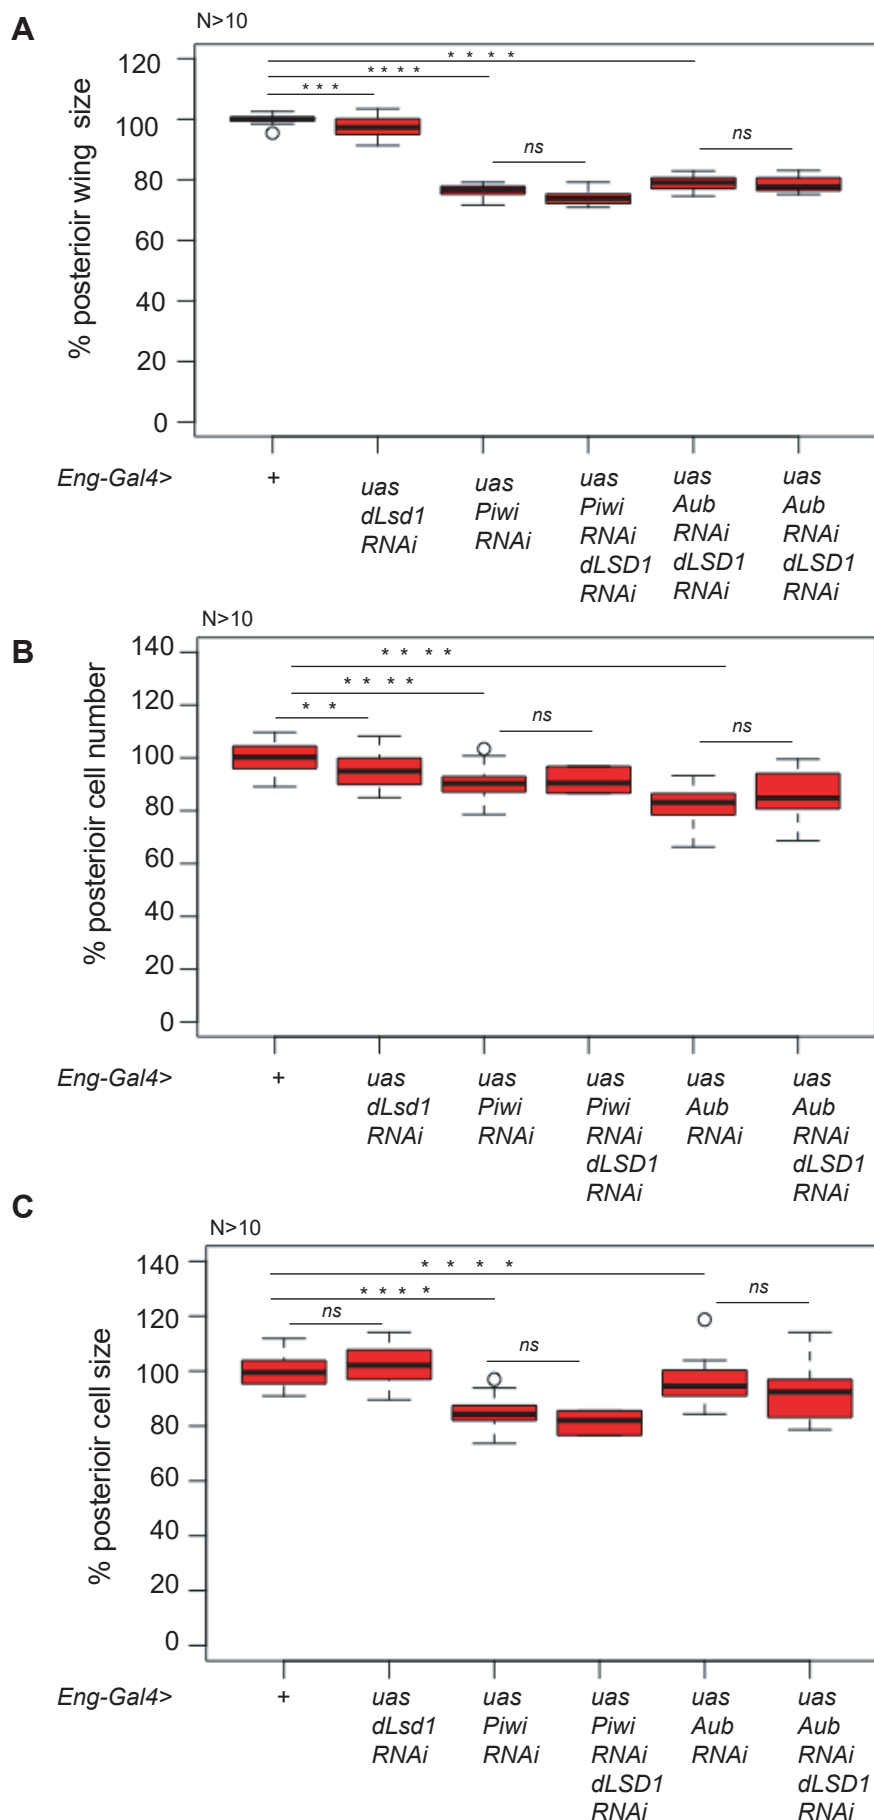

**Supplementary Figure 9. Effect of Piwi and Aubergine depletion on wing size and cell number in wing discs. A)** RNAi based silencing of Piwi and Aubergine results in smaller wing size. Quantification of the posterior wing areas from females of the indicated genotypes. \* P value < 0.05, \*\* P value < 0.02, \*\*\* P value < 0.01, \*\*\*\* P value < 0.001, ns not significant (Mann Whitney U test). **B)** Quantification of total wings cell number in females of the indicated genotypes. **C)** Quantification of wing cell size in females of the indicated genotypes. Total cell numbers and cell sizes are expressed as the percentage relative to wild-type. N indicates the number of wings counted. An was performed to indicate significance \*P value < 0.05, \*\*P value < 0.02, \*\*\*P value < 0.01, \*\*\*\*P value < 0.001 (unpaired t-test with Welch correction).

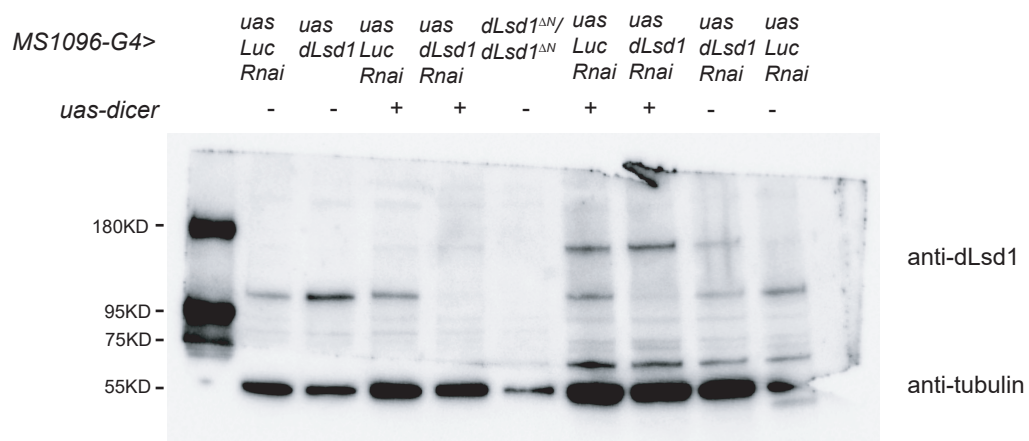

**Supplementary Figure 10. Raw image of the immunoblot shown in Supplementary Figure 3.**

# Supplementary material for: The histone demethylase dLsd1 regulates organ size by silencing transposable elements
**Source:** Commun Biol. 2025 Feb 20;8:272. doi: 10.1038/s42003-025-07724-6
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name : Supplementary Data 1

Description : List of upregulated and downregulated genes

File name : Supplementary Data 2

Description : List of upregulated and downregulated Transposable Elements

File name : Supplementary Data 3

Description : List of new TE insertions

File name : Supplementary Data 4

Description : Fly lines used in this study.

File name : Supplementary Data 5

Description : Primary antibodies used in this study

File name : Supplementary Data 6

Description : Sequences of the RT-qPCR primer used in this study

File name : Supplementary Data 7

Description : Sequences of the ChIP-qPCR primers used in this study

File name : Supplementary Data 8

Description : Statistics of the libraries. All lengths are expressed in bases

File name : Supplementary Data 9

Description : Numerical source data

How the deposited data were processed for this re-analysis (not part of the article)

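RNA from wing discs of wandering female larvae of the third instar was measured by RNA-seq in 6 libraries, 3 of *wild-type* and 3 of *dLsd1* mutant animals, with 30 discs per sample. The authors aligned trimmed paired-end reads to the dm6 assembly with STAR and removed duplicates with Picard. They deposited whole-number counts of reads on genes and TE families, without normalization, in 1 table per library. Whether these counts were made after the removal of duplicates is not given in the paper's text. The tables have the format of TEToolkit, which the paper names for its TE analysis. For its gene analysis the paper names htseq-count and DESeq2, so its gene counts were made by another counter. The paper's text does not give the gene annotation release, the treatment of reads that match several places, or the strand setting of the counting. Each table had 17642 lines, 17471 for genes and 171 for TE families. Symbols and positions were matched by FlyBase identifier to the annotation of the BDGP6 assembly, release 115, for 17249 of the genes, and the coordinates are those of that annotation.

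Samples were grouped by genotype as GEO's labels and the paper give it. The library totals were between 13960866 and 45909324 counts, with *wild-type* replicate 2 the lowest, so that values near the floor are least precise there. TE families took between 45011 and 323364 counts per *wild-type* library and between 274805 and 542877 per mutant library. Replicates of a genotype differed by more than sampling noise for every pair of libraries, so each library counted as 1 replicate.

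Counts were tested with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood F-test, robust dispersions and TMM normalization. Genes and TE families with at least 10 counts summed over the 6 libraries entered 1 fit, 10841 genes and 150 TE families, and the p-values were adjusted by the Benjamini-Hochberg method over all of them. Following the paper, genes were differentially expressed at an absolute log2 fold change above 0.6 and an adjusted p-value below 0.1, and TE families at above 1 and below 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Where all libraries of a genotype had 3 counts or fewer, the fold was computed against 3 counts and given as a lower bound. Lists of genes were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 17 lists: cytochrome P450, immune effector, purine metabolism, cuticle protein, neuronal and long non-coding RNA genes, piRNA pathway, siRNA pathway, apoptosis and DNA damage response, cell cycle and ecdysone response genes, and markers of fat body, haemocytes, muscle, trachea, salivary gland and gut. The lists were written by gene name and stand for the GO terms of the paper, for which no annotation was used here. A list of the male dosage compensation RNAs had too few genes to test. Shares of genes on chromosomes and of lists among differentially expressed genes were compared with Fisher's exact test in scipy 1.17.1, two-sided, and other tables were made with pandas 2.3.3.

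The main tests, the lists, the thresholds and most alternatives were chosen before the data were examined. So was the rule for the genes and TE families that are named. It took every gene or family the paper names for wing discs. Among those differentially expressed, it added the 5 genes and 5 TE families with the largest increase. It also added the 3 of each with the largest decrease. Those added had no overlap of the genotypes and a mean of at least 30 counts, without normalization, in the higher group. Other genes, such as single members of the lists, were picked after their values were seen. Several tests were also chosen only after the results were seen. Among these were the tests with vas and aub, with the muscle markers and with the positions of genes near the floor in a single genotype. The tests of transcript length, synaptic genes, new insertions and library size without *wild-type* replicate 2 were others. The level of 100 counts for TE families and the comparisons with the paper's whole lists were likewise set late. The alternatives were DESeq2 1.42.0 with its size factors, DESeq2 with a zero-centred prior on the fold changes, upper-quartile normalization, TMM factors from genes only, separate fits for genes and TE families, 3 other filters, other thresholds, fry and an estimated correlation for the lists, the replicate number as a block, and each library left out in turn. An alternative with the trend with transcript length removed from each library, a shorter list of cuticle genes, the list of long non-coding RNA genes without pseudogenes, the share of TE counts within pairs and without copia, the comparison of families with new insertions in each fit, the share of each list among differentially expressed genes, compared with Fisher's exact test, and a window of 2 Mb around *dLsd1* were chosen after seeing the data.

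The replicate numbers in the labels are the only source of a pairing, since the paper's text does not mention one. The deviations of same-numbered *wild-type* and mutant libraries from their group means had correlations of 0.418, 0.197 and 0.46 across 7680 genes and TE families, and the pairs were treated as real because each was over 0.1. The support is thin, since *wild-type* replicate 2 and mutant replicate 1, which share no number, were at 0.339; the other libraries without a shared number were between -0.478 and -0.039. The test without the block is the reported one, and the blocked value is given where it changes a call.

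The edgeR test was tested on simulated counts with the library sizes and means of these libraries and 200 changed genes among 10824: it recovered 172 of the 200 with 33 false calls and 0 in the wrong direction. DESeq2 recovered 185 with 61 false calls, and edgeR with the block 175 with 46 false calls. The list test called a simulated raised list of 50 genes and did not call an unchanged list of 48. All genes of the raised list were raised by the same amount, and counts were simulated independently for each gene. The simulation therefore does not test the preset inter-gene correlation, and it held no trend with transcript length. The genes and families grim and Stalker3T, which the paper names, were below the filter. RT-qPCR, ChIP-qPCR, imaging and the long-read insertions were not analysed here, apart from the families the paper lists with new insertions.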

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

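The tests with vas and aub, with the muscle markers and with the positions of genes near 0 counts in 1 genotype were chosen only after the results were seen. The patterns were looked at more closely because the paper does not report on these genes as groups.

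The piRNA pathway genes were higher in the *dLsd1* mutant as a list (camera adjusted p = 0.00715, 23 of 38 genes positive, median log2 fold change 0.09; 0.0585 by fry, 0.648 with an estimated correlation, and from 0.00161 to 0.648 over all alternatives). When adjusted over the list alone, 7 genes were past the thresholds. Over all genes 5 were upregulated: krimp (log2 fold change 4.19, standard error 0.13), BoYb (2.66), qin (2.01), piwi (1.71, standard error 0.27, adjusted p = 0.00913 from edgeR) and rhi, which was at least 2.75-fold higher from 3 counts or fewer. Wing discs express most of the list, with 35 of the 38 genes at 10 or more normalized counts on average in *wild-type*, and 6 of its genes are in the paper's own list of differentially expressed genes. Most of the abundant members changed little, such as armi, egg and papi, with log2 fold changes of -0.06, -0.06 and -0.08. Germline cells carried along with the mutant discs were tested with vas and aub, which germ cells express abundantly. Their mean log2 fold change was -0.094, with vas at 14.1 ± 7.4 and 14.0 ± 2.2 normalized counts and aub at 66.8 ± 13.4 and 62.2 ± 4.3 (SD, n = 3), while krimp rose from 60.5 ± 5.8 to 1087 ± 65.9, which argues against germ cells as the source. A response of the disc cells to the loss of dLsd1 and a sequence difference between the stocks at these genes both stay open, because each follows the genotype.

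The muscle markers were also higher as a list (camera adjusted p = 0.00278, 15 of 16 genes positive, median log2 fold change 1.01, or 0.85 with genes at their lower bound; 0.112 by fry, 0.648 with an estimated correlation, 0.0814 without *wild-type* replicate 3, and from 3.78e-07 to 0.648 over all alternatives). Only Mlc2 (log2 fold change 0.63, adjusted p = 0.0941 from edgeR) and TpnC4, at least 10.4-fold higher, were past the thresholds over all genes, and 5 genes when adjusted over the list alone. Of the 6 fits that left out one library, Mlc2 was differentially expressed in 0 and TpnC4 in 6. Of the 16 genes 14 had 10 or more normalized counts on average in *wild-type*, and 3 are in the paper's list. The number of muscle cells attached to the disc may differ between samples, and the counts varied within each genotype: Mhc had 130, 320 and 110 counts in the mutant libraries against 28, 70 and 60, and Mf had 152, 219 and 45 against 16, 20 and 34. Dissection that left more muscle on the mutant discs and more muscle cells or higher expression in the mutant animals cannot be told apart as causes of the median of 1.01, since both follow the samples. The most abundant genes of the list, which disc cells also express, were little changed, with log2 fold changes of 0.28 for Tm1 and -0.06 for Act87E, so that a small share of muscle would be hidden in them.

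In 97 upregulated genes every *wild-type* library had 3 counts or fewer, and in 28 downregulated genes every mutant library did. Such genes can differ between stocks by a sequence change near the gene, with no need for dLsd1. They were spread over the genome, with 55 of 4719 tested genes on chromosome 3 and 70 of 5929 on X, 2 and 4 (odds ratio 0.987, two-sided Fisher's exact test, p = 1), so a cause limited to the chromosome that carries the mutation accounts for no more than a part of them. Sequence differences on all chromosomes could give the same picture, and they cannot be told apart from an effect of dLsd1 because each genotype came from 1 stock. A gene that this leaves open is rdgC, which starts 21.7 kb from *dLsd1* and had 0 counts in each *wild-type* library and 64, 50 and 47 in the mutant libraries. The genes between them, CG17233 (log2 fold change 0.22), Clc (-0.09) and CG6951 (0.19), were not differentially expressed, and CG13813 was near 0 counts in both genotypes.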

How the results depend on the processing

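The alternative with the transcript length trend removed, the shorter cuticle list, the list of long non-coding RNA genes without pseudogenes, the share of TE counts within pairs and without copia, the comparison of families with new insertions in each fit, and the share of each list among differentially expressed genes in each fit were chosen after seeing the data. Where a cause is not given, it was not tested.

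The number of differentially expressed genes, 710, stayed within 1.5 times under every alternative except 3 kinds. It was 381 with at least 10 counts in every library, where only 8114 genes were tested, 391 at the stricter thresholds of the TE families, all of them among the 710, and from 373 to 1588 across the 6 fits that each left out one library. The highest was without *wild-type* replicate 3. The number of TE families, 42, was less firm: 70 with DESeq2's size factors, 69 in a fit of TE families alone, where the adjustment runs over 150 families, 72 with the replicate block, 26 with at least 10 counts in every library, where 92 families were tested, and from 23 to 76 across the fits that left out one library. All 42 were also called by DESeq2, and 40 with the block. In both counts the share of upregulated genes or families stayed above that of downregulated ones under every alternative. With the length trend removed 770 genes were called. TE families had no transcript length and were left uncorrected. The 45 called in that fit therefore do not test the trend for TE families.

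The lists kept their call less often. By fry the adjusted p was 0.0585 for the cytochrome P450 genes, the immune effector genes, the cuticle protein genes and the piRNA pathway genes and 0.112 for the muscle markers, and with an estimated correlation it was 0.603 for the P450, immune and cuticle lists and 0.648 for the piRNA and muscle lists, so none of the 5 lists past 0.05 stayed past it. With at least 10 counts in every library, a filter that removes genes absent from *wild-type*, the P450 list (0.962) and the purine metabolism genes (0.957) reversed direction, the cuticle list was at 0.511 and the haemocyte markers at 0.0114. Without chorion and other genes named Cp and a number, the cuticle list had an adjusted p of 7.1e-05. Without pseudogenes the list of long non-coding RNA genes was at 0.538, against 0.563. Across the 6 fits that left out one library the adjusted p ranged from 5.47e-06 to 0.106 for the P450 list, from 0.00275 to 0.315 for the immune list, from 1.71e-06 to 0.106 for the cuticle list and from 3.78e-07 to 0.0814 for the muscle markers, in each case highest without *wild-type* replicate 3. It ranged from 0.00119 to 0.315 for haemocyte markers, from 0.0269 to 0.629 for gut markers, from 0.041 to 0.963 for salivary gland markers, from 0.596 to 0.97 for the purine list, from 0.423 to 0.923 for fat body markers, from 0.625 to 0.966 for trachea markers and from 0.171 to 0.744 for ecdysone response genes. The direction changed in at least 1 of these fits for the purine, fat body, trachea, salivary gland and ecdysone lists.

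The share of a list among differentially expressed genes was compared by two-sided Fisher's exact tests under 17 alternatives. For the purine metabolism genes among downregulated genes (odds ratio 5.43, adjusted p = 0.0294) 12 stayed past 0.05, the replicate block among them (5.08, 0.0257). The odds ratio ranged from 3.86 without *wild-type* replicate 3 to 7.07 without *wild-type* replicate 1 when one library was left out, and was 4.77 with at least 10 counts in every library (adjusted p = 0.247) and 4.78 without genes the paper names (0.0879); each fit without a mutant library also lost the call (0.161, 0.108 and 0.105). For upregulated genes, the cytochrome P450 genes (4.78) and the cuticle protein genes (6.88) each lost the call only with at least 10 counts in every library (1.66 and 5.88, adjusted p = 1 and 0.157). The immune effector genes (3.19, adjusted p = 0.118) were past 0.05 with DESeq2's size factors (4.14), filterByExpr (5.85), without *wild-type* replicate 1 (5.81) and without mutant replicate 2 (5.94), and were lowest without *wild-type* replicate 3 (1.42). The long non-coding RNA genes (1.81) lost the call with no filter (1.06), with at least 10 counts in every library (2.13) and without mutant replicate 3 (1.71), and when one library was left out ranged from 1.37 without *wild-type* replicate 3 to 2.29 without mutant replicate 2. The neuronal genes (1.43) were past it in none. Of the lists the paper does not describe none was past 0.05 in the main fit, with adjusted p = 0.101 for haemocyte markers, 0.111 for piRNA pathway genes and 0.464 for muscle markers among upregulated genes. For the lists that the paper describes, each in the direction given here, the replicate block changed no call. For the other lists no blocked value of this comparison is given.

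The odds ratio for chromosome 3, 0.971, was 1.132 at the stricter thresholds and 1.051 for the paper's own list, and near *dLsd1* on 3L, 0.948, it was 1.16, 1.095 and, with at least 10 counts in every library, 1.119. None of these had a Fisher p under 0.2.

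The share of counts on TE families was higher in the mutant by 0.598 percentage points (two-sided exact permutation test, p = 0.2) and without copia by 0.382 (p = 0.1 by the same exact test). With the replicate block, as an exact permutation test within pairs, p was 0.25 with and without copia, the smallest that 3 pairs allow. For TE families with new insertions in the paper's list the odds ratio of being upregulated, 0.63, was 0.92 with the replicate block, 0.687 without *wild-type* replicate 3, and over 1 without *wild-type* replicate 1 (1.316), mutant replicate 1 (1.214) and mutant replicate 3 (1.683). None of the fits had a two-sided Fisher p under 0.05.

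Of the 71 genes and TE families named besides *dLsd1*, 39 kept their direction and their side of the threshold under every alternative set beforehand that gave a value, and with at least 10 counts in every library 53 gave a value. In 11 the direction reversed under some alternative, none of them differentially expressed. With the length trend removed Gapdh2 was at 0.08 and RpL32 at 0.05 on the log2 scale. Across the fits that left out one library the log2 fold change ranged from -0.13 to 0.03 for Gapdh2, from -0.20 to 0.04 for RpL32, from -0.09 to 0.73 for Src64B, from -0.67 to 0.67 for hid, from -0.25 to 0.06 for aub, from -0.90 to 1.13 for TART-B, from -0.35 to 0.19 for jockey, from -0.48 to 0.15 for R2-element, from -0.98 to 0.26 for flea, from -1.45 to 0.08 for Transpac and from -0.92 to 0.04 for roo. DESeq2 called 8 more of the named TE families and lost none, the separate fit called 9 more and lost Rt1b, and the fit without *wild-type* replicate 3 called 10 more genes and families and lost Rt1b.

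With the replicate block, 759 genes were differentially expressed, 657 of them among the 710. The block brought the haemocyte markers past the threshold (0.0122), reversed the direction of the fat body markers (0.936), and called 11 more named TE families: HeT-A, blood, transib3, diver, I-element, Quasimodo, micropia, mdg3, invader1, Doc and element-297. It changed no other call among the lists and the named genes. *Wild-type* replicate 2, with 13960866 counts, limits what can be said of genes near 0 counts.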

Differences from the paper's values

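The comparisons with the lists of the paper as a whole were chosen after the values were seen. The numbers of TE families differed. The paper reports 64 upregulated TE families and 39 were found here, and it reports 6 downregulated and 3 were found here. All 42 families found here are among the 70 of the paper's list, all 70 changed in the same direction, and the median difference in log2 fold change was 0.02. Of the alternatives set before the data were examined, DESeq2 with its size factors gave 64 and 6 and called all 70 families of the paper's list. DESeq2 with a zero-centred prior (51 and 5), separate fits for genes and TE families (63 and 6), the replicate block (66 and 6) and the thresholds used for genes (56 and 4) also came within 1.5 times both numbers. Upper-quartile normalization (44 upregulated) and leaving out *wild-type* replicate 3 (74 upregulated) came within 1.5 times the first number only, leaving out *wild-type* replicate 2 (4 downregulated) the second only, and the other alternatives neither. The 28 families that the paper lists and that were not called here include HeT-A, which was called by DESeq2 with and without the prior, in the separate fit, with the block and without *wild-type* replicate 3. Of the 70 families, 65 were called in the separate fits, 62 with the block and 61 without *wild-type* replicate 3. At the thresholds used for genes 59 were called, with the zero-centred prior 56 and with upper-quartile normalization 47. With no filter 45 were called, and with edgeR's filterByExpr 44. With the transcript length trend removed, a setting chosen after seeing the values, 45 were called, but that setting left TE families uncorrected.

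Several log2 fold changes differed by more than their standard error. For *dLsd1*, listed as Su(var)3-3, it was -8.72 against the paper's -5.99. It was 9.41 for Cyp4p2 against the paper's 5.85, 6.47 for asRNA:CR45682 against the paper's 4.94, 7.06 for Gyc89Da against the paper's 4.99, and -4.56 for CG4562 (Mrp5) against the paper's -3.74. For Adk3 it was -2.61 against the paper's -2.31. For 4 genes at or under 3 counts in 1 genotype the fitted value depends on the prior count, so the lower bound is compared. On the log2 scale the bound was -7.45 for Oseg5 against the paper's -4.64 (fitted -8.19), 7.59 for Lcp65Ag3 against the paper's 3.80 (fitted 12.68), 7.06 for CR41440 against the paper's 4.68 (fitted 9.40), and 5.77 for CG15236 against the paper's 3.90 (fitted 8.91). None of the alternatives set before the data were examined closed these gaps, and the nearest was DESeq2 with a zero-centred prior, with -6.69 for Su(var)3-3, 6.45 for Cyp4p2 and -2.44 for Adk3.

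That alternative did close the gap for 4 other genes. For Ac76E the log2 fold change was 4.58 against the paper's 3.98 (4.10 with the prior), for Ada 1.40 against the paper's 1.25 (1.31 with the prior), for Cpr97Ea 2.08 against the paper's 1.02 (1.21 with the prior) and for piwi 1.71 against the paper's 1.17 (1.36 with the prior). For Ada, leaving out *wild-type* replicate 1 or mutant replicate 2 also closed it, and for the other 3 no other alternative did. Giant (gt), rdgC and CG18577 were at or under 3 counts in 1 genotype, and their lower bounds on the log2 scale were 3.09 for gt against the paper's 1.57 (fitted 6.23), 3.57 for rdgC against the paper's 1.68 (fitted 8.66) and -3.94 for CG18577 against the paper's -1.72 (fitted -8.47). The prior gave 2.00, 2.35 and -2.13, nearer to the paper's values and nearer to 0 than the bounds.

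Of the 666 genes in the paper's list, 550 were also differentially expressed here, 116 were not, and 160 genes were found here only. DESeq2 with its size factors called 627 of the 666, the fit without *wild-type* replicate 3 620, the zero-centred prior 616, the block 578, upper-quartile normalization 567 and no filter 559, and the removal of the transcript length trend, chosen after seeing the values, 566. The direction was the same for 664 of the 666. The exceptions, named after their values were seen, were CG12592 (0.03 against the paper's -0.97) and CG33096 (0.21 against the paper's -0.70), neither of which was differentially expressed here. The paper reports an increase of transib3 among the TEs in its RT-qPCR figure (Fig. 4E), whereas in RNA-seq its log2 fold change was -2.16 here and is -2.14 in the paper's Supplementary Data 2. The RT-qPCR figure, read here by eye, also shows copia and TART as increased. In RNA-seq here copia (log2 fold change 1.22, adjusted p = 0.39 from edgeR) and TART-A (0.45, adjusted p = 0.328) were not past the threshold. The figure shows no significant change of R1.2, taken here as R1-2. In RNA-seq R1-2 was at least 31.5-fold higher here, and its log2 fold change is 6.98 in the paper's Supplementary Data 2. Copia, TART-A and blood are not among the 70 TE families of the paper's RNA-seq list. For these families the difference thus lies between RT-qPCR and RNA-seq. The paper states that blood increased in RT-qPCR, and in RNA-seq its adjusted p was 0.207, though it was past the threshold with the block (0.0305) and in the separate fit (0.0141).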

Other observations

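The tests of transcript length, synaptic genes, new insertions, library size without *wild-type* replicate 2 and the level of 100 counts for TE families were chosen only after the results were seen, as was the window around *dLsd1*.

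*Wild-type* replicate 3 stood apart from the other *wild-type* libraries. The SD of the log2 ratio between libraries was 0.56 and 0.599 against replicates 1 and 2, which differed from each other by 0.296, and replicate 3 took most of the principal component that held 27.7% of the variance. Its deviation from the group mean rose with transcript length across 7361 genes (Spearman's rho 0.523 across genes, which are not independent replicates): the median was 0.93 on the log2 scale for the 243 genes with transcripts over 8000 nt and -0.21 for the 1013 genes under 1000 nt. A difference in RNA fragmentation or in the selection of polyadenylated RNA may give such a trend, but neither was measured. As the cause of most calls the trend is argued against, since 661 of the 710 genes were called in the same direction after it was removed from each library. Also lower in this library were fat body genes such as Fbp1, with 9957, 5547 and 1312 counts in *wild-type*, and Lsp2, with 7431, 3888 and 692. Without this library the mutant minus *wild-type* difference still rose with length (rho 0.446, against 0.34 with all libraries), so a trend between the genotypes does not rest on it.

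The real split of the 6 libraries gave 710 genes and 42 TE families. Same-numbered libraries were treated as pairs, on the thin support given in the processing summary. If they are pairs, the splits that part all 3 pairs are the ones to compare. The other 3 such splits gave 0 genes and 0 TE families. At an unadjusted p under 0.05 from edgeR they had 50 to 329 genes and 0 to 5 TE families, against 2005 and 85 for the real split. The 6 splits that part 1 pair gave at most 1 gene and 0 TE families, with 77 to 1716 genes and 2 to 19 TE families at an unadjusted p under 0.05. For genes and for TE families alike, 1 of the 10 splits, the real one, gave as many calls, and with 10 splits the share cannot be under 0.1.

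Sequence differences linked to the mutation would be expected to gather the differentially expressed genes on chromosome 3. There 306 of 4719 tested genes were differentially expressed (6.48%), against 395 of 5929 on X, 2 and 4 (6.66%), an odds ratio of 0.971 (two-sided Fisher's exact test, p = 0.723; 0.984 to 1.132 under the alternatives). Within 2 Mb of *dLsd1* the share was 27 of 384 genes, against 129 of 1746 on the rest of 3L (odds ratio 0.948, two-sided Fisher's exact test, p = 0.914). The spread over other chromosomes argues against linkage as the cause of most calls, and leaves differences between the stocks elsewhere in the genome open.

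For the TE families that rose, 3 explanations were tested. A difference in library size is argued against, since the totals of the genotypes overlapped, and without *wild-type* replicate 2, the library with the fewest counts, 28 families were still upregulated and 4 downregulated although the *wild-type* totals were then 41800330 and 45909324 against 36735120, 42452820 and 35466251 in the mutant. A family that the *wild-type* stock lacks or hardly transcribes could appear upregulated in any mutant background, and 6 of the 39 families had 3 counts or fewer in each *wild-type* library, while 16 had fewer than 10 counts in at least 1. The cause is argued against only for the 8 families with at least 100 counts in each *wild-type* library (Doc4, GATE, Max-element, RR48344, gypsy6, mdg1, ninja-Dsim-like and springer). The level was set on counts without normalization, so *wild-type* replicate 2 can decide on which side a family falls. HMS-Beagle2, with 238, 52 and 474 counts, fell below it, although its *wild-type* mean of 240.1 normalized counts was above the 217.2 of ninja-Dsim-like. For the other 31 families as a set the cause was left open. A count under the level does not separate a family that is hardly transcribed from one that is silenced by dLsd1. New insertions in the mutant would give more copies, and of the 26 tested families that the paper lists with new insertions in the mutant, 5 were upregulated, against 34 of the 124 others (odds ratio 0.63, two-sided Fisher's exact test, p = 0.468). With the replicate block it was 11 of 26 against 55 of 124 (odds ratio 0.92, two-sided Fisher's exact test, p = 1), and over all fits the odds ratio ranged from 0.463 to 1.683. With so few families this cannot be told apart from no relation. The paper counted as new only insertions that segregated at low frequency in its libraries. A comparison across families therefore cannot decide whether added copies raised a family. The family with the most new insertions in the paper's list, Doc, with 26, had a log2 fold change of -1.39 (adjusted p = 0.338 from edgeR; with the replicate block -1.30 and 0.0304, past the threshold). A difference in copy number between the stocks was not tested here. The paper holds a difference in TE content to be an unlikely cause. For the subset of TEs it examined by RT-qPCR, heterozygous wing discs had levels similar to *wild-type*.

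Neural tissue carried along with the mutant discs was tested because ChAT was among the genes with the largest increase. The summed normalized counts of the synaptic genes Syt1, nSyb, brp and Snap25 were 57.8 ± 10.9 in *wild-type* and 56.3 ± 17.7 in the mutant (SD, n = 3), while ChAT rose from 1.1 ± 1.0 to 170.6 ± 24.3. Neurons would bring these genes along, so the test argues against them as the source of ChAT. Tracheal tissue as the source of the cuticle genes was tested with markers that had a median log2 fold change of 0.156, 6 of 10 positive (camera adjusted p = 0.919). All 10 had 10 or more normalized counts in *wild-type* on average, which would hide a small share, so this explanation cannot be told apart from a change in the disc cells.

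The remaining lists gave no call at an adjusted p under 0.05 by camera in the main fit. The haemocyte markers (adjusted p = 0.0986, 12 of 13 positive) had 3 upregulated genes, Sr-CI, PPO1 and PPO3, and 1 downregulated, NimC1. This list was past the threshold with the replicate block and with at least 10 counts in every library. The gut markers (0.205) had a median log2 fold change of 3.89, or 1.43 with genes at their lower bound, over 10 genes that were all under 10 normalized counts in *wild-type* on average. For ecdysone response genes the adjusted p was 0.563, for apoptosis and DNA damage response genes 0.666, for cell cycle genes 0.731, for the 4 siRNA pathway genes 0.823, and for fat body and salivary gland markers 0.858 each. Among the genes that the paper targeted to block apoptosis, rpr had a log2 fold change of 0.64 (standard error 0.12, adjusted p = 0.0173 from edgeR) and was differentially expressed in 4 of the 6 fits that left out one library. The change of hid was -0.34 (standard error 0.61, adjusted p = 0.795), with 3640 counts in *wild-type* replicate 3 against 810 and 286, and Dcp-1 was at -0.24 (adjusted p = 0.361).

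Of the genes used as controls for dLsd1 binding, bun (log2 fold change 0.35), Src64B (0.17), ush (0.54) and bond (-0.27) were not differentially expressed. Without *wild-type* replicate 3 bun, Src64B and ush were, with adjusted p-values of 0.037, 0.0123 and 0.00178 from edgeR. The cause was not tested. The male dosage compensation RNA lncRNA:roX1 had 23, 6 and 68 counts in the *wild-type* libraries and 14, 25 and 17 in the mutant libraries.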
